# Urine-derived mesenchymal stem cells-derived exosomes enhances survival and proliferation of aging retinal ganglion cells

**DOI:** 10.1186/s12860-023-00467-4

**Published:** 2023-03-07

**Authors:** Qi-Qin Dan, Li Chen, Lan-Lan shi, Xiu Zhou, Ting-Hua Wang, Hua Liu

**Keywords:** Retinal ganglion cells, Urine-derived stem cells-derived exosomes, Aging-related RGCs function loss, Cell viability and proliferation

## Abstract

**Objectives:**

This study was designed to investigate to test the effect of exosomes from urine-derived mesenchymal stem cells (USCs) on the survival and viability of aging retinal ganglion cells (RGCs), and explored the preliminary related mechanisms.

**Methods:**

Primary USCs were cultured and identified by immunofluorescence staining. Aging RGCs models were established by D-galactose treatment and identified by β-Galactosidase staining. After treatment with USCs conditioned medium (with USCs removal), flow cytometry was performed to examine the apoptosis and cell cycle of RGCs. Cell viability of RGCs was detected by Cell-counting Kit 8 (CCK8) assay. Moreover, gene sequencing and bioinformatics analysis were applied to analyze the genetic variation after medium treatment in RGCs along with the biological functions of differentially expressed genes (DEGs).

**Results:**

The number of apoptotic aging RGCs was significantly reduced in USCs medium-treated RGCs. Besides, USCs-derived exosomes exert significant promotion on the cell viability and proliferation of aging RGCs. Further, sequencing data analyzed and identified DEGs expressed in aging RGCs and aging RGCs treated with USCs conditioned medium. The sequencing outcomes demonstrated 117 upregulated genes and 186 downregulated genes in normal RGCs group vs aging RGCs group, 137 upregulated ones and 517 downregulated ones in aging RGCs group vs aging RGCs + USCs medium group. These DEGs involves in numerous positive molecular activities to promote the recovery of RGCs function.

**Conclusions:**

Collectively, the therapeutic potentials of USCs-derived exosomes include suppression on cell apoptosis, enhancement on cell viability and proliferation of aging RGCs. The underlying mechanism involves multiple genetic variation and changes of transduction signaling pathways.

## Introduction

Retinal ganglion cells (RGCs) are nerve cells located in the final segment of retina. RGCs axons are optic nerve fibers in the eyeball, which are distributed on the surface of omentum and collected in the papilla of optic tract (optic nerve) [1, 2]. After coming out of the eyeball, they pass through the intersection of optic tract and end in the lateral geniculate body. In the retina, photoreceptors transmit the visual information to interneurons which process and pass on the information to RGCs, axons of which then travel through the optic nerve, informing the rest of the brain of all it will ever know about the visual world [3, 4]. It has been reported that there are appropriately 30 types of RGCs, and distinct RGC types exhibit different abilities to survive diseases like glaucoma or surgical trauma like axotomy [5]. Considerable efforts have been dedicated in previous studies to identify the cascade of structural and functional alterations in RGCs that eventually lead to their death [6]. Previous studies demonstrated that RGCs function is compromised within a short period after intraocular pressure (IOP) increase [7, 8], followed by notable morphological variation in dendrites. The subsequently progressive loss and death of RGCs result in vision loss. Accumulating evidences from experimental and clinical studies suggest that RGCs are capable of recovering themselves after periods of functional loss at early onset of glaucoma, however, the abilities to recover functions may be negatively impacted with aging [9]. With aging, the function loss of RGCs was aggravated gradually. It’s of vital importance to find the effective therapy to prevent aging-related RGCs function loss and boost functional recovery of RGCs in the progression of aging.

Among a variety of approaches applied to ameliorate vision loss, lowering IOP is the most widely used [10]. Nevertheless, it’s quite tough work to hinder the aging process of RGCs as human get older. Stem cells are a kind of pluripotent cells with strong self-replication abilities which enable them differentiate into a variety of functional cells and have the potential function of regenerating various tissues and organs. Currently, it’s quite familiar to us with various types of stem cells, such as neural stem cells, embryonic stem cells, bone marrow mesenchymal stem cells, umbilical cord mesenchymal stem cells, etc., which have been implicated in a great many disorders and diseases. Urine-derived mesenchymal stem cells (USCs) can be obtained from patients' urine samples in a non-invasive way, and these cells in urine can differentiate into bladder-like cells, such as smooth muscle and urinary tract epithelial cell lines, even embryonic stem cells [11, 12]. At the same time, USCs are revealed to be involved in the formation of bone, soft bone, skeletal muscle and other tissues [13]. The pluripotency of USCs reveals potency that they might be used in the treatment of numerous diseases. Such functions are mediated through the secretion of particles from USCs and resident cells known as extracellular vesicles (EVs) within a microenvironment. EVs are a heterogeneous population of membranous vesicles released from cells that transfer many types of active biomolecules to recipient cells and induce physiologic and phenotypic alterations in the tissue environment [14]. Exosomes, a subtype of EVs mediate intercellular communication, target cells inducing cellular development through different signaling pathways. EVs like exosomes originating from the endosomal pathway carry different types of biomolecules such as nucleic acids, proteins, and lipids; participate in cell-to-cell communication [15]. Targeting exosomes represents novel approaches for the treatment of cancers through using them as cell-free therapy and drug-delivery system and inhibiting their biogenesis and distribution [16]. Mesenchymal stem cells (MSCs) derived exosomes have great potentials to improve ageing and age-related diseases [17]. Exosomes-therapy may serve as a new approach to combat aging.

In this study, we investigated the effect of USCs-derived exosomes on preventing the functional loss of aging RGCs and preliminarily analyzed the underlying mechanisms. Our finding revealed that treatment with the conditioned USCs medium reversed the aging progression of RGCs cells, which provide novel insights into the prevention and treatment of vision disorders.

## Materials and methods

### Cell culture

RGCs used in this study were purchased from Qingqi Biotechnology Development Co., Ltd. (Shanghai, China). RGCs were cultured with high glucose medium containing 10% inactivated fetal bovine serum (FBS) in an incubator with 5% CO_2_ at 37 ℃. When RGCs reached 80%—90% confluence and grew well, they were digested with trypsin and subcultured.

Urine was collected from healthy adult females, and USCs were separated and cultured in special medium of urine stem cell which were purchased from Xihan Biotechnology Co., Ltd. (Shanghai, China), incubated with 5% CO_2_ at 37℃. When the cell confluence reached about 85%, they were generally subcultured every 3–5 days. If the cells grew well with 85% cell confluence, it is recommended to subculture at ratio of 1:3. Otherwise, the cells with lower density can be subcultured at ratio of 1:2. There’re some precautions in the process of operation. Before passage, a warm bath at 37 ℃ is necessary for trypsin, and digestion should be carried out in a 37 ℃ incubator. The duration of digestion shall be controlled within about 1 min to avoid affecting the cell state. The third-generation cells were used in the following experiments.

### Identification of USCs by immunofluorescence (IF) staining

USCs, primarily cultured in our laboratory, were identified by flow cytometry in Yunnan Key Laboratory of Stem Cell Translation. The biological characteristics of USCs resemble to those of MSCs, and it has been shown that USCs highly express four markers, CD44, CD73, CD90 and CD105. Identification of MSCs was performed as previously described [18, 19]. The cells were prepared into single cell suspension, 5 μl of CD44 and CD90 antibodies were added and incubated for 30 min at room temperature in dark. Afterwards, they were washed twice with phosphate buffer (PBS, pH 7.2) and centrifuged at 1,500 r/min for 5 min. Then, the 200 μl of PBS was added, and the cells were reconstituted into cell suspension for detection on florescence intensity of cells by flow cytometry [20].

### Cell counting kit (CCK8) assay

RGCs in logarithmic growth stage were inoculated in 96 well plate (200 μL/well) at a density of 1.6 × 10^5^/ml. There were blank group, normal group and aging groups, with 6 replicated wells in each group. The blank group did not contain cells. The cells in the normal group were cultured in complete medium composed of high glucose medium, 10% FBS, 1% penicillin–streptomycin double antibodies. The cells in the aging group were cultured in complete culture medium with D-galactose at concentrations of 5, 10, 20, 30 and 40 mg/ml for 24 h in an incubator with 5% CO_2_ at 37 ℃, and then the complete culture medium was changed for another 24-h incubation. Subsequently, 10 μL CCK-8 solution per 100 μL medium was added into each well. After continuous culture for half hour, the absorbance value (A) of each well at the wavelength of 450 nm was detected using a microplate reader and the cell survival rate was calculate as: cell survival rate (%) = (A value of test group—A value of blank group) / (A value of normal group—A value of blank group) × 100%. The test was repeated 3 times.

### β-Galactosidase staining of aging cells

RGCs in logarithmic growth stage were inoculated into 6-well plates at a density of 1 × 10^4^ cells. The cells were arranged into normal group, aging group and USCs conditioned medium (with USCs removal) group. After receiving respective treatment, they were incubated for 48 h at 37 ℃ with 5% CO_2_. As instructed in β-Galactosidase detection kit, we sucked out the cell culture medium, and washed cells with PBS once. An appropriate amount of SA-β-Gal staining fixative for fixation was added into cells for 15 min at room temperature. Afterwards, the cell fixative was removed, and followed by 3 washes with PBS for 3 min each time. An appropriate amount of cell staining working solution was subsequently added into cells which were incubated overnight at 37 ℃. The aging cells were stained light blue to dark blue under the optical microscope.

### Flow cytometry detection

RGCs in logarithmic growth stage were inoculated into 6-well plates (2 ml/well) at a density of 4 × 10^8^ pieces/L. After culturing for 48 h, trypsin was added into each well for digestion. Being centrifuged at 1000 r / min for 5 min, cell precipitates were collected and rinsed twice with PBS. Later, according to the instructions of FITC-Annexin V apoptosis detection cell kit, flow cytometry was used to detect the apoptosis at the excitation wavelength of 488 nm and the apoptosis rate was calculated as: apoptosis rate = early apoptosis rate + late apoptosis rate [21].

The cells treated according to the above-method steps until twice washes with PBS, were supplemented with 75% ethanol for fixation overnight at 4 ℃. Subsequently, they were washed twice with 4 ℃ PBS and then centrifuged for 5 min at 1000 R / min. Propidium iodide [5] staining reagent was prepared according to the instructions of cell cycle kit, followed by a warm bath in dark at 37 ℃. Cell cycles were analyzed by flow cytometry [22]. The test was repeated 3 times.

### Gene sequencing

Gene sequencing was employed to elucidate variation of DEGs among normal, aging and USCs medium treated groups, 3 replicated wells for each group. The detailed steps were similar to our previously published article [23]. Then, the volcano plot analysis, enrichment analysis of Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) were performed for the biological function determination of DEGs.

### The Protein–Protein Interactions (PPIs) Network Analysis of Disease Intersection Targets

The PPIs network of disease targets was established and analyzed by STRING database (https://www.string-db.org/) [24]. The top 100 upregulated genes were imported into String for analysis. Those PPIs with high confidence score (> 0.90) should be selected for network construction and analysis to ensure the accuracy of the results. All the network can be constructed by employing the network visualization software Cytoscape 3.7.2 (https://cytoscape.org/). The connected genes from PPI network were imported into Cytoscpe for analysis of hub genes.

### GO and KEGG pathway enrichment analysis

GO and KEGG analysis was employed on all DEGs. GO enrichment analysis provides all GO terms that are significantly enriched in targets compared to the genome background and filters the targets that correspond to biological functions [25]. Pathway-based analysis is employed to characterize the biological functions of targets [26]. KEGG pathway enrichment analysis identified significantly signal transduction pathways in targets. In the present study, top 100 upregulated genes were mapped into Metascape database (http://metascape.org/gp/index.html#/main/step1), and gene numbers were calculated for every term.

### Statistical analysis

Graphpad prism 8.0 software was used for statistical analysis. Data were expressed as mean ± standard deviation (SD), and one-way analysis of variance (ANOVA) was used for comparison among more than 3 groups. *P* value less than 0.05 is considered statistically significant.

## Results

### Effects of D-galactose on survival rate of RGC cells

The cell viability of RGCs treated with different concentrations of D-galactose was detected by CCK8 assay. As demonstrated in Table 1, the cell survival rate was negatively correlated with the concentrations of D-galactose. With the concentration of D-galactose increasing, the survival rate gradually decreased, reaching about 58% when treated with 30 mg/mL D-galactose. The survival rate at 30 mg/mL was significantly lower than that of control group (*p* < 0.001, Fig. 1). Thus, 30 mg/mL D-galactose was determined to be the final concentration of inducing aging RGCs.

**Table 1:** Survival rate of RGCs treated with different concentrations of D-galactose

Groups	Concentrations	Survival rate
Control group		100%
Aging group	5 mg/ml	83% ± 0.017
	10 mg/ml	73.68% ± 0.036
	20 mg/ml	67.52% ± 0.02
	30 mg/ml	58.17% ± 0.0196
	40 mg/ml	48.27% ± 0.028

**Fig. 1:**
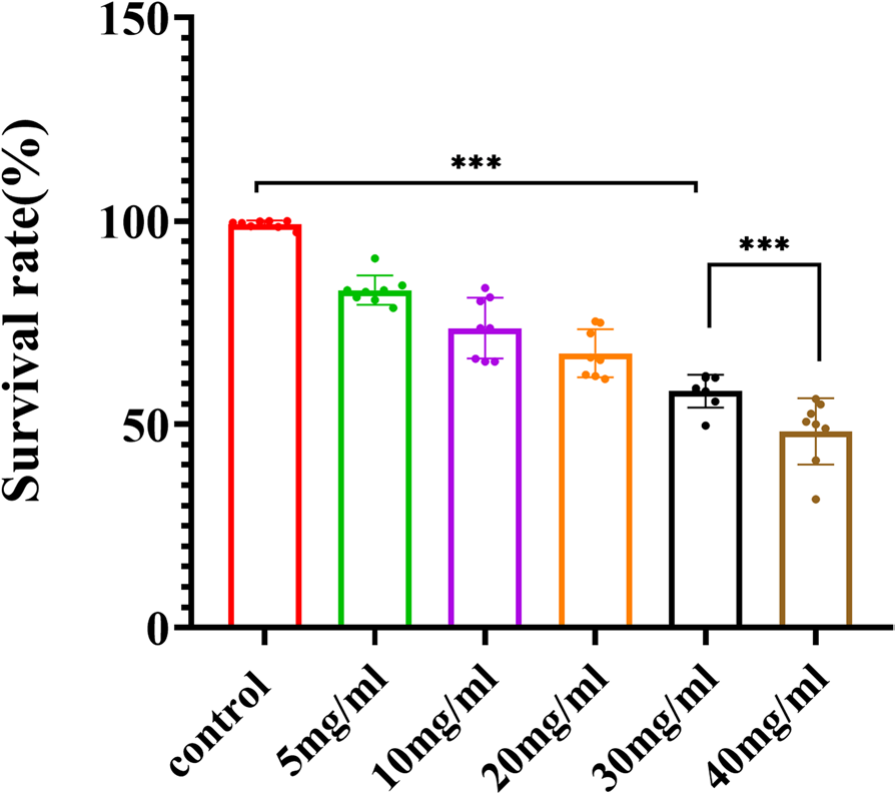
Survival rate of RGCs treated with different concentrations of D-galactose. *N* = 8 /group, ***p < 0.001

### Identification of USCs

Immunostaining results demonstrated that over 99% positive expression of CD44 and CD90 identified the purity of cultured USCs (Fig. 2). The high percentage of cells expressing CD44 and CD90 indicates MSCs characteristics of USCs.

**Fig. 2:**
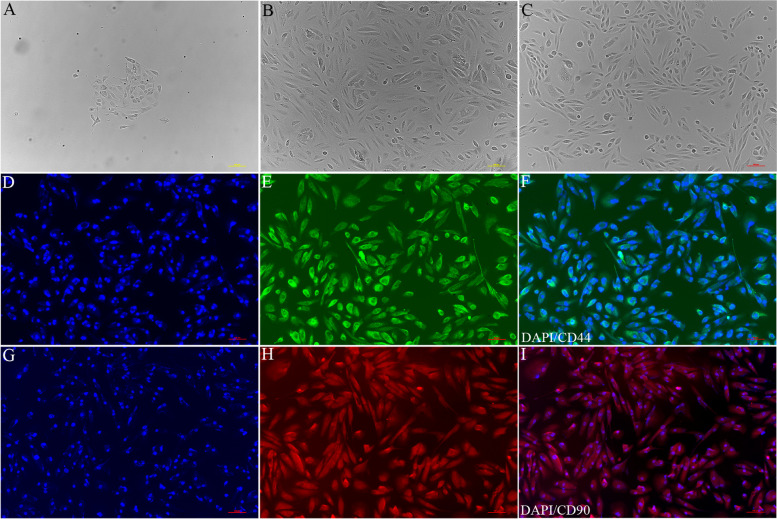
Immunostaining of CD44 and CD90 for USCs identification. Green fluorescence indicates CD44 positive cells, and red fluorescence indicates CD90 positive cells. Scale bar = 100 μm, *n* = 6 /group

### Apoptosis of aging RGCs was inhibited after USCs conditioned medium treatment

Flow cytometry was employed to detect the apoptosis rate of RGCs. The results revealed that apoptotic RGCs were significantly increased in the aging group, while the number of apoptotic cells got smaller in the aging RGCs cultured in USCs medium (Fig. 3A, B). Correspondingly, the apoptosis rate in aging group was much higher than that of normal group (*p* < 0.01, Fig. 3C), but it was markedly diminished in RGCs treated with USCs medium (*p* < 0.01, Fig. 3C). The results revealed that USCs-derived exosomes could inhibit the apoptosis of aging RGCs. Further, the cell count of RGCs in aging group at Freq G1 was largely increased, but obviously decreased at Freq S compared with that of the normal group (Fig. 3D, E). No obvious variation was revealed in the number of cells at Freq G2 among normal, aging and USCs medium groups (Fig. 3D, E). Relative to normal group, there’s a prominent increase of the cell number observed at Freq G1 in aging group, while a significant reduction at Freq G1 in USCs medium group (Fig. 3D, E).

**Fig. 3:**
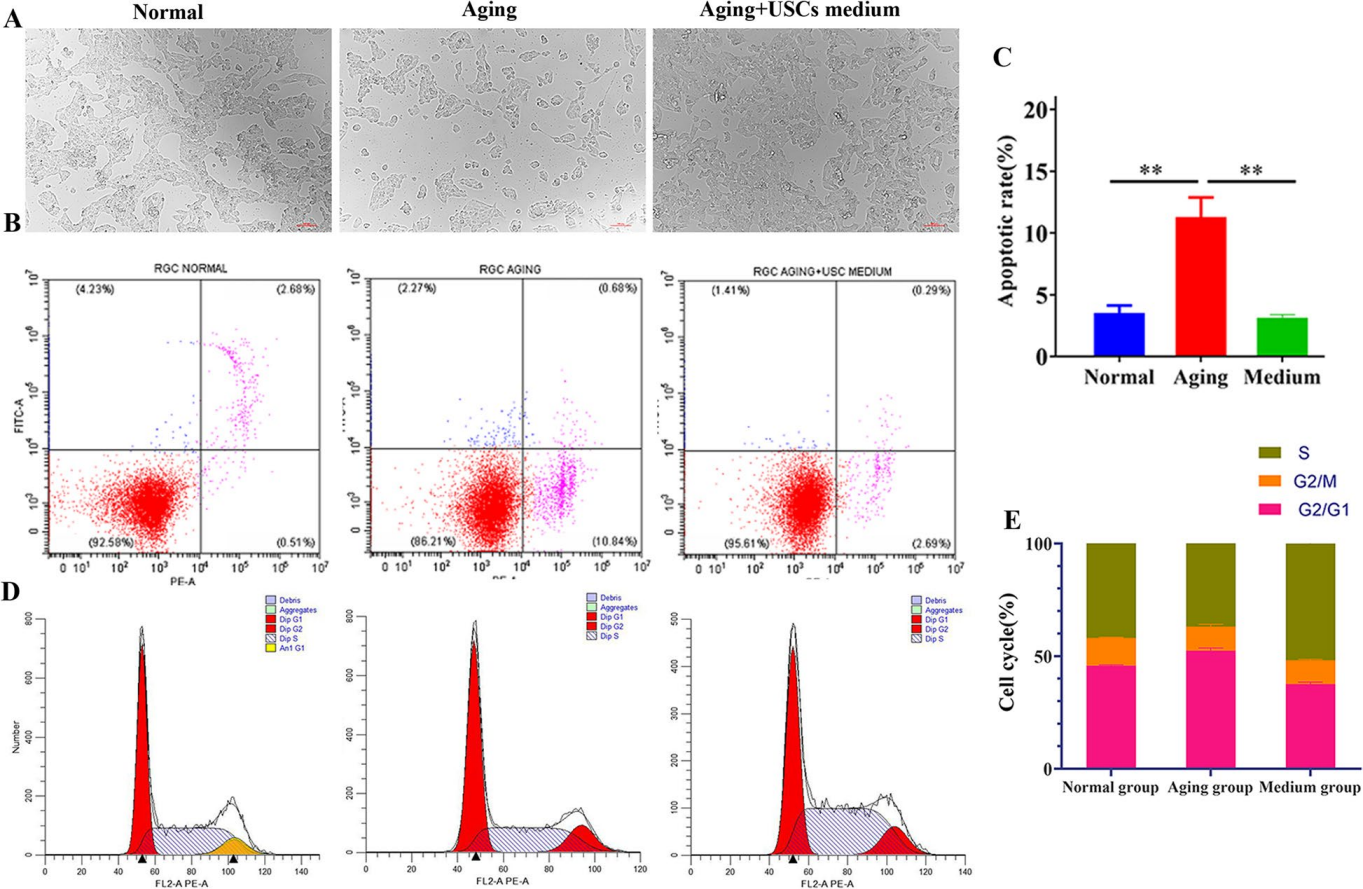
Apoptosis and cell cycle of RGCs among normal, aging and USCs medium groups. **A** Light field images of RGCs in normal group, aging group and aging + USCs medium group, scale bar = 100 μm. **B** The flow cytometry detection and **C** the apoptosis rate of RGCs among normal, aging and aging + USCs medium groups. **D** The cell cycle and **E** cycle rate of RGCs among normal, aging and aging + USCs medium groups. All data are shown as the mean ± SD, *n* = 6 /group. **p < 0.01

### USCs conditioned medium promoted survival and proliferation of aging RGCs

Three kinds of medium (DMEM; USCs conditioned medium; DMEM to USCs conditioned medium at 1:1) were used to culture RGCs in normal and aging groups. Normal RGCs in DMEM are irregular hexagon-shaped with uniform size, growing in good state (Fig. 4A). When cultured in USCs conditioned medium, the number of normal RGCs was increased and arranged more closely. In the combined medium with DMEM and USCs conditioned medium, variation in cell morphology was observed and cell number was reduced (Fig. 4A). When aging RGCs were cultured in DMEM, the cell count was significantly decreased relative to that of normal RGCs in DMEM (*p* = 0.00, Fig. 4B). However, aging cells in USCs conditioned medium were augmented markedly compared to cells in DMEM medium (*p* = 0.00, Fig. 4A, B) and combined medium. Cell viability was detected using CCK8 test at 24 h and 48 h, which demonstrated that in DMEM medium, the OD value of aging RGCs significantly reduced compared to that of normal RGCs at 24 h and 48 h (*p* = 0.00), while aging RGCs in USCs conditioned medium showed obvious augmented OD value in comparison to aging RGCs in DMEM at 24 h and 48 h (*p* = 0.00, Fig. 4C, D). The results of β-Galactosidase staining uncovered that there were more aging cells in DMEM medium, decreased number of aging RGCs and increased number of normal cells when cultured in USCs conditioned medium (Fig. 4E).

**Fig. 4:**
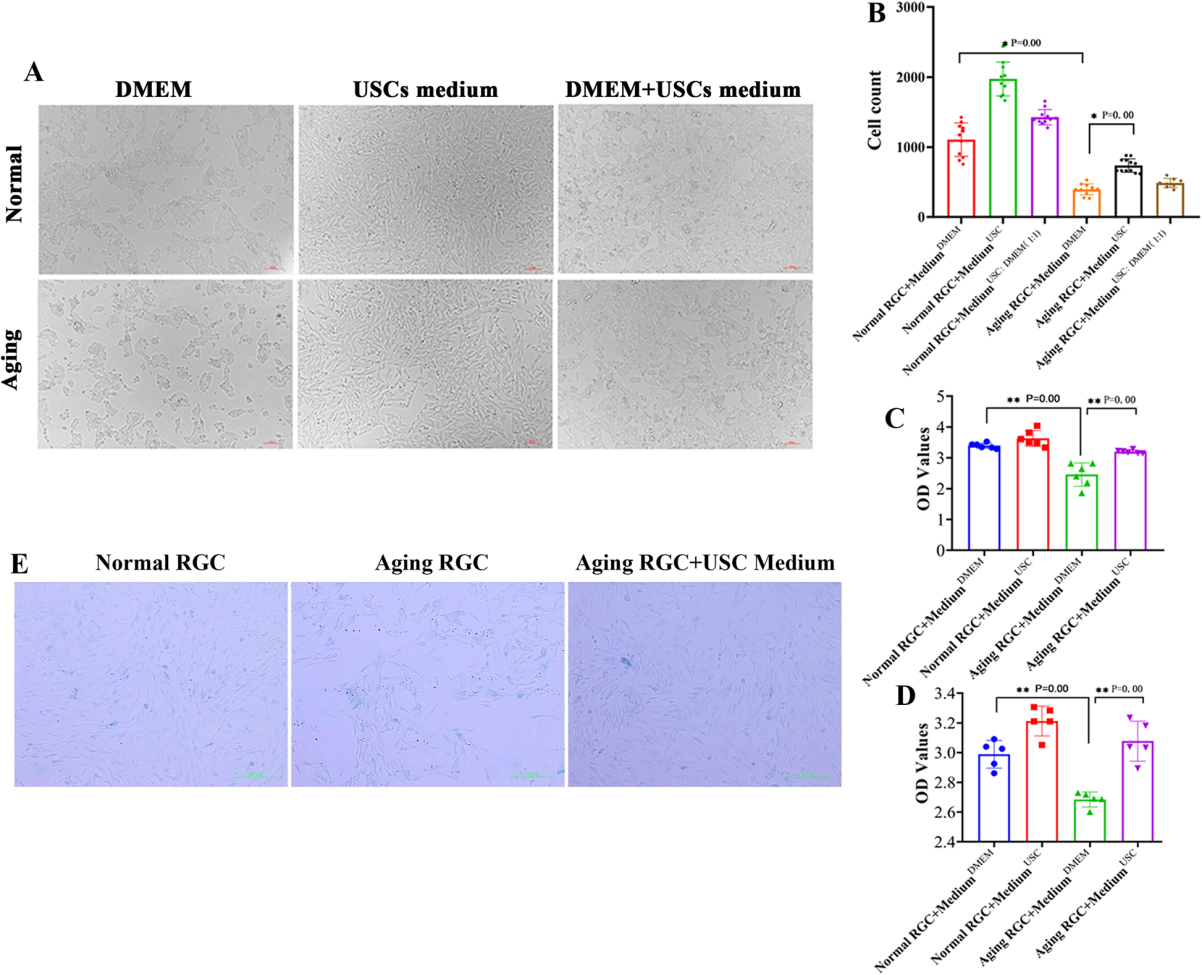
The effect of USCs conditioned medium on ameliorating aging RGCs. **A** Light field images of RGCs in normal and aging groups cultured in three kinds of culture medium, respectively, scale bar = 100 μm. **B** The cell number of RGCs in three kinds of culture medium between normal and aging groups, *n* = 12/group. OD value of RGCs in normal + DMEM medium, normal + USCs medium, aging + DMEM medium and aging + USCs medium groups at (**C**) 24 h and (**D**) 48 h, *n* = 6/group. **E** β-Galactosidase staining images of RGCs in normal + DMEM medium, aging + DMEM medium and aging + USCs medium groups, scale bar = 100 μm, *n* = 6/group

### Identification of DEGs and analysis on their biological functions

In order to further investigate the underlying mechanisms related to the effect of USCs-derived exosomes on aging RGCs, the gene sequencing was performed to analyze the potential genetic variation. 

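RNA of mouse RGCs was sequenced in 3 groups of 3 cultures each, which the paper describes as replicated wells, 9 libraries in all. The groups were normal RGCs, aging RGCs treated with D-galactose at 30 mg/mL, and aging RGCs + USCs medium, which were treated with D-galactose and then kept in medium conditioned by USCs. None of the 9 libraries is labelled as treated with purified exosomes, so exosomes are not separated from the rest of the medium. For each of 22322 genes and each library the authors deposited an expected count, which estimates the number of reads from the gene, and an FPKM value. The expected counts of a library summed to between 19814236 and 22342283 in normal RGCs, with a median of 20062794. In aging RGCs the totals were 18189610 to 19556335 with a median of 19188251, and in aging RGCs + USCs medium 20238813 to 21054300 with a median of 20362401. Between 6.92% and 7.38% of a library's values were not whole numbers, and they were rounded before testing. The low-count filter of edgeR kept 12145 genes, and levels were expressed as CPM, counts relative to the library total, scaled by its TMM factors, which lay between 0.9562 and 1.034. All 9 libraries were fitted together, and a gene was counted as a DEG at an adjusted p under 0.05 and an absolute log2 fold change of at least 1, the lines drawn in the volcano plots of Fig. 5A. The estimated spread between cultures of a group, the biological coefficient of variation, was 3.8%. Because the cultures are wells, the SDs, standard errors and p-values given here rest on the spread between wells. They do not cover variation between independent experiments. Across genes, the log2 CPM of libraries in the same group correlated with a Pearson r of at least 0.9915, against at most 0.9827 between groups, though genes are not independent replicates.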

The sequencing outcomes demonstrated 117 upregulated genes and 186 downregulated genes in normal RGCs group vs aging RGCs group, 137 upregulated ones and 517 downregulated ones in aging RGCs group vs aging RGCs + USCs medium group (Fig. 5A). These DEGs underwent subsequent GO and KEGG analysis. 

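Between aging and normal RGCs, 322 of the genes tested were DEGs, 132 upregulated and 190 downregulated in aging RGCs. The 3 aging values did not overlap the 3 normal values for 53% of all genes tested, a pattern that chance gives for 10%, and for 300 of the DEGs, which were chosen for a difference. The fold-change threshold moved the counts most, since without it 2861 genes were upregulated and 2788 downregulated at an adjusted p under 0.05, and 4688 of these differed by less than 1.5-fold. With each library left out in turn, 124 to 145 genes were upregulated and 175 to 217 downregulated. Fgf21, on chromosome 7 of GRCm38 from 45613886 to 45615490, fell from 8.24 ± 0.641 CPM (SD, n = 3) in normal RGCs to 0.626 ± 0.109 CPM in aging RGCs. Its log2 fold change was -3.71 (standard error 0.237, adjusted p = 3.16e-13 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Chac1 fell from 48.7 ± 1.7 CPM to 9.99 ± 2.28 CPM, a log2 fold change of -2.28 (standard error 0.098, adjusted p = 4.07e-17 by the same edgeR test). Serpinf1 and Foxq1, which overlaps a gene on the other strand, had log2 fold changes of -2.05 and -2.01. Lyz2 had a log2 fold change of -2.30, but its counts varied widely between libraries of a group, from 210 to 522 in normal, 23 to 118 in aging and 20 to 241 in medium-treated cultures, and DESeq2 gave it an adjusted p of 0.061. Among upregulated genes, Angptl4 on chromosome 17 from 33773750 to 33781830 rose from 38.7 ± 11.6 CPM to 119.7 ± 3.26 CPM, a log2 fold change of 1.64 (standard error 0.099, adjusted p = 9.79e-14 by edgeR). Msln rose from 2.92 to 11.2 CPM (log2 fold change 1.94, adjusted p = 5.69e-13 by edgeR). Of the genes named by level and separation, Tmprss11f rose most, from 0.244 ± 0.264 CPM to 1.47 ± 0.288 CPM, and its log2 fold change of 2.62 lay between 2.08 and 3.92 with each library left out. 2610528A11Rik and Anxa8, the latter overlapping a gene on the other strand, had log2 fold changes of 1.96 and 1.65.

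**Figure D1:**
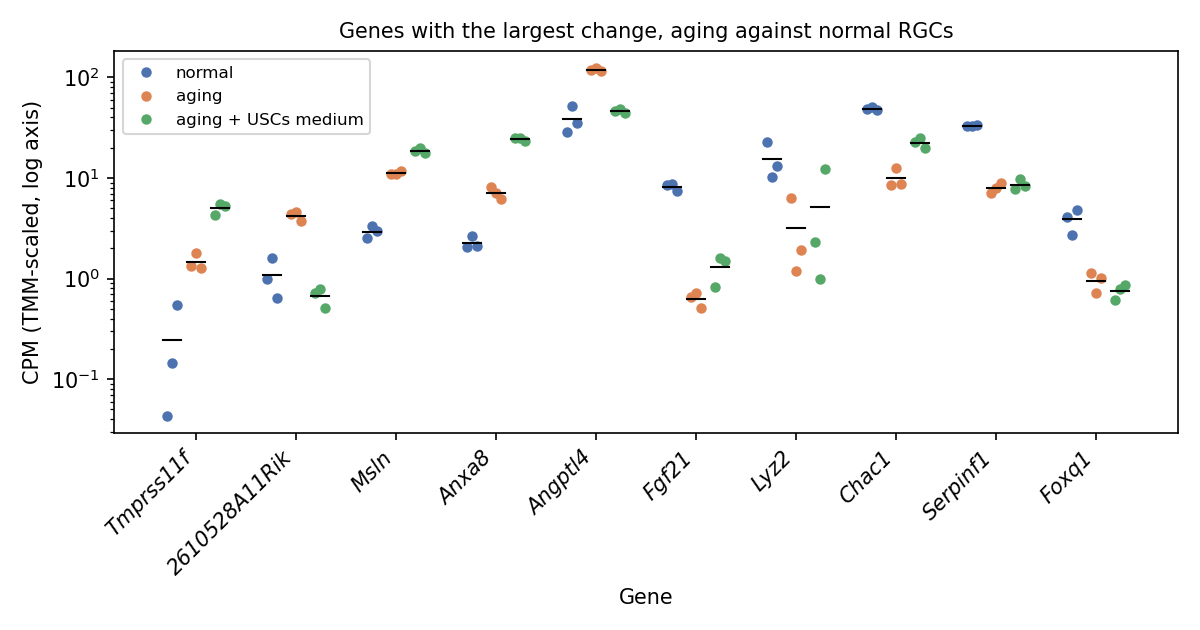
CPM (TMM-scaled, log axis) of the 5 upregulated and 5 downregulated genes with the largest change between aging and normal RGCs, among DEGs with an average log2 CPM of at least 1 whose values did not overlap. Each point is 1 library and each black line the mean of 3, and Lyz2 spreads widely within the aging and medium-treated groups.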

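Between aging RGCs + USCs medium and aging RGCs, 661 genes were DEGs, 150 upregulated and 511 downregulated in the medium. The values of the groups did not overlap for 59.8% of all genes tested and for 633 of the DEGs. Without the fold-change threshold the counts were 3292 and 3154. Leaving out 1 library at a time gave 143 to 162 upregulated and 483 to 535 downregulated genes. Lcn2, on chromosome 2 from 32384633 to 32388252, rose from 4.33 ± 0.692 CPM (SD, n = 3) in aging RGCs to 79.0 ± 3.84 CPM in the medium. The log2 fold change of Lcn2 was 4.19 (standard error 0.0866, adjusted p = 3.73e-24 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Serpina3n rose from 0.245 ± 0.138 CPM to 17.7 ± 1.74 CPM, a log2 fold change of 6.15 (standard error 0.234, adjusted p = 2.68e-18 by edgeR), which was 5.79 to 6.58 with a library left out. Tubb3, which shares bases with another gene on its strand, had a log2 fold change of 3.03, Lims2, which overlaps a gene on the other strand, 3.08, and Fabp4 2.79. Mmp3, on chromosome 9 from 7445822 to 7455975, fell from 28.8 ± 1.63 CPM to 1.07 ± 0.438 CPM. Its log2 fold change was -4.75 (standard error 0.145, adjusted p = 1.79e-20 by edgeR). Mmp9 fell from 16.2 ± 0.513 CPM to 1.93 ± 0.7 CPM, a log2 fold change of -3.07 (standard error 0.163, adjusted p = 4.32e-15 by edgeR). Dpt, Ccl20 and Rasgrp3 had log2 fold changes of -3.92, -2.99 and -2.83.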

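The deposited annotation assigns 9176 genes to 353 KEGG pathways, and 5211 of them were among the genes tested. For each pathway, Fisher's exact test (one-sided) compared the 151 DEGs of aging against normal RGCs that have a pathway with these 5211 genes. The p-values were adjusted by the Benjamini-Hochberg method over the 230 pathways with at least 1 DEG, and are given as q. Of these pathways, 7 had q under 0.05 and 20 an unadjusted p under 0.05. The count moved most when only upregulated or only downregulated DEGs were used, with 3 pathways in each case, and without the fold-change threshold it was 11. With each library left out in turn it was 5 to 9. Staphylococcus aureus infection came first with 7 DEGs, and its q of 0.000213 rose to 0.84 against all annotated genes. Cholesterol metabolism held 7 DEGs among 33 genes tested, 2 upregulated and 5 downregulated, where 0.956 would be drawn by chance (q = 0.0026). Its q ranged from 0.00248 to 0.579 over the alternatives, and it was over 0.05 with DESeq2 (0.0625), without the fold-change threshold (0.0731) and with upregulated genes alone. Without macrophage genes, an alternative chosen after the values were seen that leaves out 3 of the 7 DEGs, q was 0.136. Abca1 fell from 19.4 to 7.39 CPM, a log2 fold change of -1.40 (standard error 0.125, adjusted p = 3.23e-10 by edgeR's quasi-likelihood test). Soat2 fell from 3.40 to 1.03 CPM (log2 fold change -1.72, adjusted p = 2.74e-05 by edgeR). Lpl, Cd36 and Apoe had log2 fold changes of -1.84, -1.80 and -1.39. Lpl and Cd36 varied between libraries, and with DESeq2 their adjusted p rose to 0.064 and 0.14. Without normal replicate 2, aging replicate 2 or aging replicate 3, the adjusted p of Cd36 by edgeR was 0.067, 0.084 and 0.062. Biosynthesis of amino acids held 8 DEGs of 61 genes, 7 of them downregulated (q = 0.0127, 0.0105 to 0.0198 with a library left out, and 0.763 at most over the alternatives, with upregulated genes alone). Gpt2, on chromosome 8 from 85492576 to 85527560, fell from 149 ± 2.96 CPM (SD, n = 3) to 42.0 ± 2.68 CPM, a log2 fold change of -1.83 (standard error 0.0471, adjusted p = 4.92e-22 by edgeR). Asns, on chromosome 6 from 7675169 to 7693254, fell from 309 ± 15.5 to 116 ± 2.64 CPM (log2 fold change -1.42, adjusted p = 1.12e-21 by edgeR). The other downregulated members were Cth (log2 fold change -1.88), Psph (-1.34, with fractional counts in all 9 libraries), Aldh18a1 (-1.32), Pycr1 (-1.30) and Pcx (-1.09), and Ass1 was upregulated (1.25). Complement and coagulation cascades held 8 DEGs of 31 genes, 4 in each direction (q = 0.000213, 0.0593 with downregulated genes alone, and 0.000201 to 0.386 over the alternatives, the highest without the fold-change threshold). C3 rose from 23.2 to 50.8 CPM, a log2 fold change of 1.14 (adjusted p = 7.82e-14 by edgeR). C1qb had 21, 13 and 11 counts in the normal libraries, 0 in each aging library, and 0, 0 and 15 in the medium-treated ones. ABC transporters held 7 DEGs of 35 genes, 5 of them downregulated (q = 0.00292, with 0.00278 to 0.594 over the alternatives and 0.289 without the fold-change threshold). Of these, Abcg1 fell from 35.9 to 12.7 CPM.

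**Figure D2:**
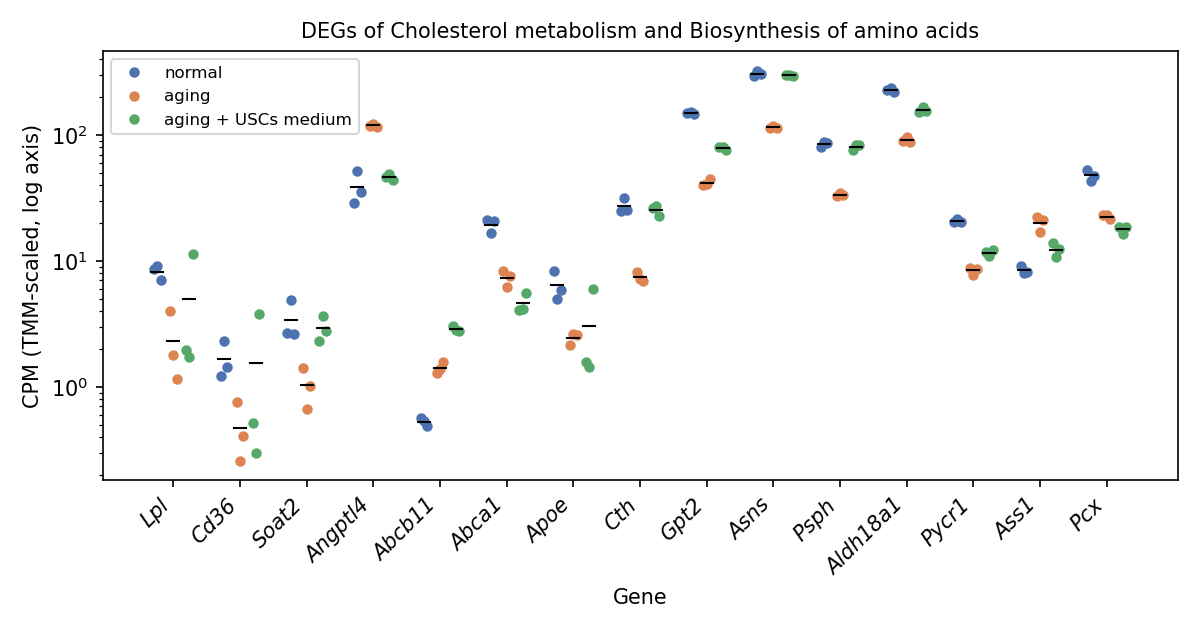
CPM (TMM-scaled, log axis) of the DEGs of Cholesterol metabolism and Biosynthesis of amino acids in the 3 groups. Each point is 1 library and each black line the mean of 3, and Lpl and Cd36 spread widely within the aging and medium-treated groups.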

As revealed, the top 20 enriched KEGG pathways involved by DEGs in aging RGCs vs normal RGCs were presented: Cholesterol metabolism Biosynthesis of amino acids, Complement and coagulation cascades, ABC transporters Metabolic pathways, Seleno compound metabolism, Steroid biosynthesis Osteoclast differentiation, Prion diseases, Alanine, aspartate and glutamate metabolism, Ovarian Steroidogenesis p53 signaling pathway, Glycine, Serine and threonine metabolism, Chemical carcinogenesis, Synaptic vesicle cycle, Pertussis, One carbon pool by folate, Ether lipid metabolism Arginine biosynthesis, Dorso-ventral axis formation (Fig. 5B). 

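For aging RGCs + USCs medium against aging RGCs, 300 DEGs had a KEGG pathway, and 284 pathways held at least 1 of them. By Fisher's exact test with Benjamini-Hochberg adjustment, 13 pathways had q under 0.05 and 50 an unadjusted p under 0.05. Without the fold-change threshold 3 pathways passed, and without medium-treated replicate 3 the count was 21, against 11 at the fewest with another library left out. Cytokine-cytokine receptor interaction came first with 25 DEGs of 121 genes tested, 6 upregulated and 19 downregulated, where 6.97 would be drawn by chance (q = 3.68e-06). With each library left out its q stayed between 3.58e-08 and 1.85e-05. Over the alternatives it ranged from 2.82e-06 to 0.996, and it was over 0.05 with upregulated genes alone (0.142) and without the fold-change threshold. Osmr, a receptor subunit of this pathway on chromosome 15 from 6813577 to 6874969, rose from 11.7 ± 0.954 CPM (SD, n = 3) in aging RGCs to 79.4 ± 1.87 CPM in the medium. Its log2 fold change was 2.77 (standard error 0.0736, adjusted p = 1.21e-21 by edgeR's quasi-likelihood test). Il33 rose from 1.22 to 5.09 CPM, a log2 fold change of 2.06 (adjusted p = 5.11e-07 by edgeR). Tnfsf4 fell from 1.48 to 0.270 CPM (log2 fold change -2.42, adjusted p = 0.000148 by edgeR), and Pf4 had a log2 fold change of -1.99 at a mean level of 0.620 CPM or less in both groups. The Jak-STAT signaling pathway held 14 DEGs of 98 genes, 7 in each direction, with q = 0.0285. This q ranged from 0.0241 to 0.909 over the alternatives, with 0.0543 against all annotated genes, 0.473 for downregulated genes alone and the highest value without the fold-change threshold. It was 0.00137 to 0.0404 with a library left out. Socs3, on chromosome 11 from 117966079 to 117970047, rose from 26.4 ± 1.45 to 95.7 ± 0.174 CPM, a log2 fold change of 1.86 (standard error 0.0559, adjusted p = 1.44e-20 by edgeR). Il24 was also upregulated (log2 fold change 1.71), while Il22ra1, Tslp and Bcl2 were downregulated (log2 fold changes -1.85, -1.68 and -1.24). Of the 20 pathways shown in Fig. 5C, 7 had q under 0.05 and 13 were among the 20 smallest q, and their DEGs, counted once per pathway, were 44 upregulated and 171 downregulated. Without the fold-change threshold each of these 7 had a q of at least 0.348. With upregulated DEGs alone the Jak-STAT signaling pathway kept a q of 0.0278. The PPAR signaling pathway held 11 DEGs (q = 0.00539), but its q was over 0.05 without aging replicate 2 (0.0869), without medium-treated replicate 3 (0.136), with DESeq2 (0.056) and with upregulated or downregulated DEGs alone (0.142 and 0.0803), within 0.0116 to 0.736 over the alternatives. Axon guidance held 18 DEGs, all downregulated (q = 0.0259). Its q was 0.165 with DESeq2, 0.08 with the replicate number as a block and 0.894 without the fold-change threshold. Over the alternatives its q was 0.00175 at the lowest. With 1 library left out its q was 0.0624 to 0.202, except without aging replicate 3 (0.0417).

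**Figure D3:**
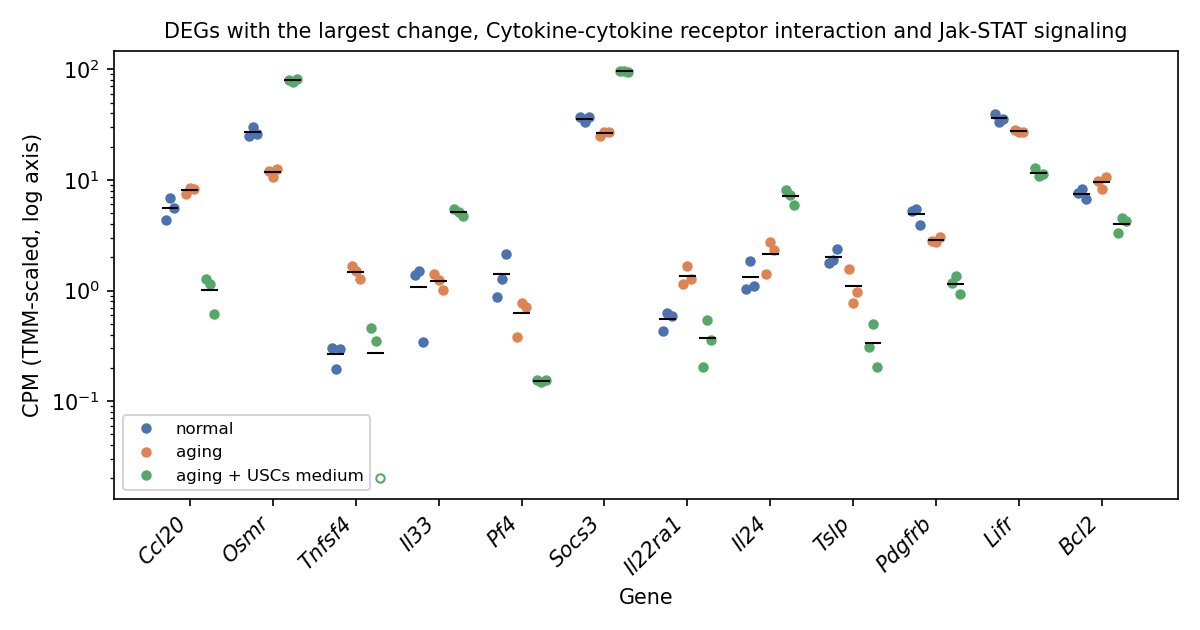
CPM (TMM-scaled, log axis) of the DEGs with the largest change in Cytokine-cytokine receptor interaction and the Jak-STAT signaling pathway in the 3 groups. Each point is 1 library and each black line the mean of 3, the value of Tnfsf4 at 0 is an open circle at the lower edge, and Osmr and Socs3 are highest in the medium.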

Meanwhile, the top 20 enriched KEGG pathways related to DEGs in aging RGCs vs aging cells cultured in USCs conditioned medium were Cytokine-cytokine receptor interaction (map04060), Jak-STAT signaling pathway (map04630), Circadian entrainment (map04713), Proximal tubule bicarbonate reclamation (map04964), MicroRNAs in cancer (map05206), Viral protein interaction with cytokine and cytokine receptor (map04061), Chemokine signaling pathway (map04062), Mineral absorption (map04978), Protein digestion and absorption (map04974), Apelin signaling pathway (map04371), TNF signaling pathway (map04668), Aldosterone-regulated sodium reabsorption (map04960), Estrogen signaling pathway (map04915), Glycine, serine and threonine metabolism (map00260), Axon guidance (map04360), PPAR signaling pathway (map03320), Other types of O-glycan biosynthesis (map00514), Insulin resistance (map04931), IL-17 signaling pathway (map04657), Relaxin signaling pathway (map04926). In addition, the GO terms DEGs involved are also displayed (Fig. 5C). 

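The deposited annotation gives GO terms, but not the broad classes above them, so 15 classes were rebuilt from words in the names of each gene's terms. A gene counted toward a class when at least 1 of its terms held one of the words. Classes without such words, among them cellular process, biological regulation and cell part, are not analysed here. For each class the share of the DEGs was compared with the share of the genes tested by Fisher's exact test (one-sided), with Benjamini-Hochberg adjustment over the 15 classes. DEGs of aging against normal RGCs were over-represented in 8 classes at q under 0.05, and those of the medium in 10. When every annotated gene served as background, the numbers were 10 and 14.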

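In aging against normal RGCs, 309 DEGs had a GO process term. Response to stimulus held 147 of them, 47.6% against 37.9% of the genes tested (q = 0.00144 by Fisher's exact test). Developmental process held 121, 39.2% against 27.7% (q = 5.12e-05). Negative regulation of biological process also held 121, against 30.4% of the genes tested (q = 0.00211). Metabolic process held 132 DEGs, 42.7%, and these were not over-represented relative to the 46.3% of genes tested (q = 1), although against all annotated genes q was 0.0369. Neither were positive regulation of biological process, with 124 DEGs (40.1% against 36.9%), and localization, with 100 (32.4% against 29.4%), both at q = 0.21. Against all annotated genes these fell to 0.000269 and 0.000876.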

Top 10 biological processes in which DEGs in aging RGCs vs normal cells participated included cellular process, biological regulation, regulation of biological process, metabolic process, response to stimulus, multicellular organismal process, negative regulation of biological process, developmental process, localization, positive regulation of biological process (Fig. 5D). Cell components of these DEGs include cell, cell part, organelle, membrane, organelle part, membrane part, extracellular region. 

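Of the 304 DEGs with a GO component term, 185 fell in organelle, 60.9% against 77.2% of the genes tested. The class membrane held 161, 53% against 46.7% (q = 0.028 by Fisher's exact test, 0.171 against all annotated genes). Extracellular region held 74, 24.3% against 7.81% of the genes tested (q = 3.55e-18), with 36 upregulated and 38 downregulated.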

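A GO function term was given for 309 DEGs of aging against normal RGCs, and 242 of these had a binding term, 78.3% against 79.8% of the genes tested. Catalytic activity held 85 DEGs, 27.5% against 35.1%. Neither class was over-represented (q = 1 by Fisher's exact test), but against all annotated genes binding had q = 0.00355. Molecular function regulator held 63 DEGs, 20.4% against 14.4% (q = 0.00577), and transporter activity held 24, 7.77% against 4.53% (q = 0.0152).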

Molecular functions of these DEGs involved mainly include binding, catalytic activity, molecular function regulator, transporter activity (Fig. 5D). Comparatively, top 10 biological processes in which DEGs in aging cells vs aging RGCs + USCs medium participated involved cellular process, biological regulation, metabolic process, regulation of biological process, response to stimulus, multicellular organismal process, developmental process, negative regulation of biological process, signaling, positive regulation of biological process (Fig. 5E). 

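Of the DEGs between aging RGCs + USCs medium and aging RGCs, 640 had a GO process term. Response to stimulus held 336, or 52.5% (q = 7.35e-14 by Fisher's exact test). Signaling held 245, 38.3% against 26.1% of the genes tested (q = 1.07e-11), and developmental process 253, or 39.5% (q = 7.54e-11). Positive regulation of biological process held 275, or 43% (q = 0.00127), and negative regulation 241, or 37.7% (q = 7.82e-05). Metabolic process held 269 and, at 42%, was again below its share among the genes tested. Its q against all annotated genes was 0.00705.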

Cell components of these DEGs included cell, cell part, organelle, membrane, membrane part, organelle part, extracellular region, membrane-enclosed lumen. 

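In the medium, 628 DEGs had a GO component term. The class membrane held 364, or 58% (q = 1.03e-08 by Fisher's exact test), of which 293 were downregulated. Extracellular region held 150, or 23.9% (q = 8.49e-37), of which 115 were downregulated. Organelle, with 337 DEGs, and membrane-enclosed lumen, with 149 (23.7% against 30% of the genes tested), were not over-represented. Against all annotated genes the lumen class had q = 0.0336.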

Molecular functions of these DEGs involved binding, catalytic activity, molecular function regulator, transporter activity (Fig. 5E).

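Among 633 DEGs of the medium with a GO function term, transporter activity held 55, or 8.69% (q = 5.45e-06 by Fisher's exact test). Molecular function regulator held 109, or 17.2% (q = 0.0358). Binding held 510, or 80.6%, which did not pass the test (q = 0.448, against 1.71e-08 with all annotated genes as background). Catalytic activity held 197, or 31.1%, and had q = 0.0313 only with that background.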

**Fig. 5:**
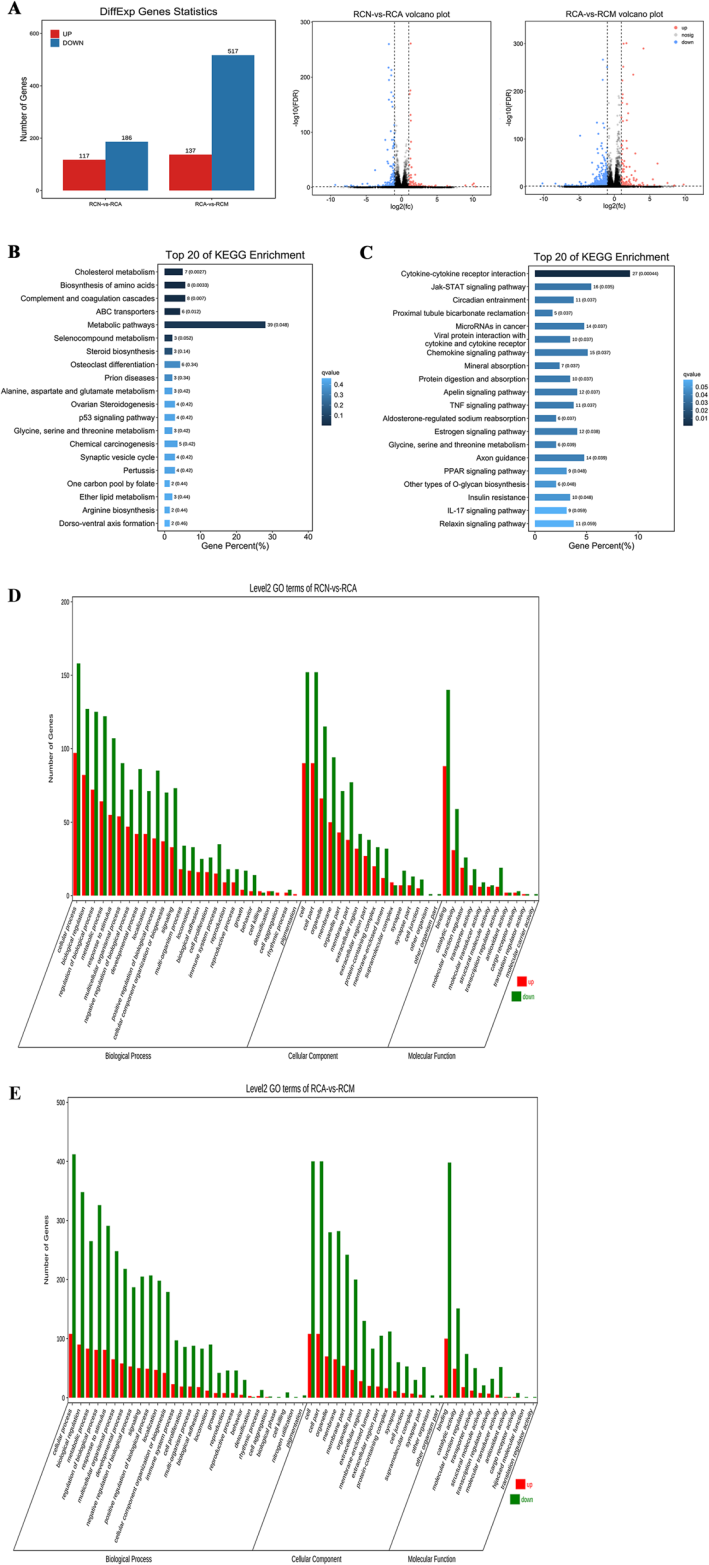
Bioinformatics analysis of DEGs involved in the effect of USCs-derived exosomes on aging RGCs. **A** The number of DEGs and volcano maps in normal RGCs group vs aging RGCs group, and aging RGCs group vs aging RGCs + USCs medium group, *n* = 3/group. **B**, **C** The enriched KEGG pathways involved by DEGs. **D**, **E** GO terms enriched by DEGs

## Discussion

Vision loss resulting from damage and death of RGCs is usually irreversible as human get older and older, which causes extremely miserable life experience to those suffering vision disorders. MSCs are advantageous cells in regenerative medicine, exerting pleiotropic functions by producing soluble factors, such as exosomes [17]. Here, we established aging RGCs models and carried out cultures of aging RGCs in USCs conditioned medium, aiming to reveal the potential efficacy of USCs-derived exosomes in reversing the aging process of RGCs and boost functional recovery of aging RGCs. The results demonstrated positive therapeutic effect of USCs-derived exosomes on the cell viability and proliferation of RGCs. Further, sequencing data identified differential genes expressed in aging RGCs and aging RGCs treated with USCs medium and analyzed their biological functions.

Damage or death of RGCs is usually accompanied by functional alterations. A previous study reported that functional alterations to RGCs in inner retinal neurons already appear before the following detected evidence of cell degeneration [27]. Besides, early signs of damage have been detected at the level of RGCs’ axons [28, 29], subsequently, RGCs cell bodies shrink and their dendrites are pruned before cell death [6, 30. Thus, it’s necessary for us to focus on the morphologies of RGCs prior to the detection of RGCs functions since defects in RGCs function appear later than its variation in morphology. In this study, we applied morphological detection and observed the morphological variation and cell count change of aging RGCs. Cell bodies of aging RGCs exhibited obvious shrinkage and pruned dendrites, along with sharp reduction of cell number. Comparatively, the morphology and amount aging cells cultured in USCs conditioned medium nearly approached the RGCs at normal level. CCK8 assay and flow cytometry detection further proved the cell viability of aging RGCs was enhanced in USCs conditioned medium, and the number of apoptotic aging RGCs was also significantly reduced, which suggested that USCs-derived exosomes might have the capabilities of inhibiting apoptosis of aging RGCs and help recover the cell viability of aging RGCs.

Being derived from the convoluted tubules of nephron, renal pelvis, ureters, bladder and urethra, USCs have a similar phenotype to MSCs and can be reprogrammed into induced pluripotent stem cells [31]. The therapeutic potential of USCs in urologic surgeries and dysfunctions has been shown in previous publications [13]. USCs were induced to differentiate into urothelial and smooth muscle cells in vitro and then seeded on small intestinal submucosa scaffolds which were then implanted into nude mice. Then, multilayered tissue-like structures composed of urothelium and smooth muscle were visualized, which proved the mighty feasibility to apply USCs as a source of cells for tissues-engineered strategies [31]. In addition, it has been demonstrated the abilities of USCs differentiating into neurogenic cells. After transplantation of USCs into rat brains, they survived in the lesion site, migrated to other brain areas, and expressed neurogenic markers such as GFAP, β-III tubulin and nestin [32]. These outcomes revealed the abilities of USCs differentiating into neuron-like cells in the rat brain and their possibilities for regenerative medicine, which correspondingly provide evidence for the efficacy of USCs in rescuing the viability of aging RGCs. Strikingly, in addition to MSCs themselves, their exosomes are capable of mediating intercellular communication, targeting cells inducing cellular development through different signaling pathways. Exosomes produced by endothelial cells exhibit distinct cargoes that may be useful as a biomarker of age-related vascular disease [33]. Also, MSCs-derived exosomes can improve ageing and age-related diseases [17]. Consistently, our work revealed that exosomes from USCs-derived MSCs inhibited the apoptosis of aging RGCs and enhanced the cell viability of aging RGCs. Consequently, USCs-derived exosomes might present a potential therapeutic method for RGCs loss-induced vision disorders.

Nevertheless, the detailed mechanisms underlying the efficacy of USCs-derived exosomes in hampering age-related disorders remain yet elusive. It’s critical to inform the understanding of molecular characterization of aging RGCs and specify the stereotyped connections underlying their physiological function. Therefore, we’ve analyzed the genetic variation of normal RGCs vs aging RGCs and aging RGCs vs aging RGCs with USCs conditioned medium by employing gene sequencing. 

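The values behind these counts are amounts of transcript, and sequence variants of the libraries are not analysed here. Among DEGs of aging against normal RGCs, 41% were upregulated, and among those of the medium against aging RGCs 22.7%. The median absolute log2 fold change of the DEGs was 1.37 in the first comparison and 1.45 in the second. Most DEGs had low levels: the median over the upregulated and downregulated DEGs was 1.07 and 2.6 CPM for aging against normal RGCs, and 2.65 and 1.8 CPM for the medium, against 30.1 CPM over all genes tested. Limma on log2(FPKM + 1), which damps genes of low level, gave 66 DEGs in the first comparison and 129 in the second, of which 28.8% and 41.1% were upregulated.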

Our sequencing data displayed 117 upregulated genes and 186 downregulated genes in normal RGCs group vs aging RGCs group, 137 upregulated ones and 517 downregulated ones in aging RGCs group vs aging RGCs + USCs medium group, suggesting the aging RGCs and the effect of USCs-derived exosomes involved massive genetic variation inside. It has been reported that early signs of damage have been detected at the level of RGCs’ axons involving metabolic changes, impairment of axonal transport, and downregulation of specific genes [28, 29]. Similarly, the 5 primary biological processes in which DEGs in aging RGCs and aging RGCs in USCs medium participated in are Cellular process, Biological regulation, Regulation of biological process, Metabolic process, Response to stimulus. 

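Of the rebuilt classes, metabolic process, response to stimulus and positive and negative regulation of biological process held more downregulated than upregulated DEGs in both comparisons. Of the DEGs between aging and normal RGCs, 40 in metabolic process were upregulated and 92 downregulated. In response to stimulus the numbers were 52 and 95, in positive regulation of biological process 38 and 86, and in negative regulation 47 and 74. In the medium against aging RGCs, 70 DEGs of metabolic process were upregulated and 199 downregulated. Response to stimulus held 80 upregulated and 256 downregulated DEGs, positive regulation 57 and 218, and negative regulation 58 and 183.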

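Beyond cholesterol, amino acids, complement and ABC transporters, Steroid biosynthesis in aging against normal RGCs held 4 DEGs of 18 genes tested, 3 of them upregulated, with q = 0.0496 by Fisher's exact test. This q was 0.258 without normal replicate 3, 0.0559, 0.0547 and 0.0606 without medium-treated replicate 1, 2 or 3, and 0.0742 without the low-count filter, within 0.0188 to 0.765 over the alternatives. Cyp51, which overlaps a gene on the other strand, rose from 40.5 ± 2.78 CPM (SD, n = 3) to 103 ± 6.65 CPM, a log2 fold change of 1.35 (standard error 0.055, adjusted p = 1.49e-17 by edgeR's quasi-likelihood test). Hsd17b7 rose from 22.4 to 53.5 CPM (log2 fold change 1.26, adjusted p = 8.17e-16 by edgeR). Selenocompound metabolism held 3 DEGs of 13 genes, Cth, Kyat1 and Kyat3, all downregulated (q = 0.127). Osteoclast differentiation held 7 DEGs, 6 of them downregulated (q = 0.388), among them Csf1r, whose adjusted p was 0.00111 by edgeR and 0.093 by DESeq2. Csf1r overlaps a gene on the other strand and has fractional counts in 4 libraries. Metabolic pathways held 34 DEGs of 1073 genes tested, 16 upregulated and 18 downregulated, where 31.1 would be drawn by chance (q = 0.885, and 0.195 to 0.999 over the alternatives).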

Among the enriched KEGG pathways involved by DEGs from aging RGCs, the top five are Cholesterol metabolism Biosynthesis of amino acids, Complement and coagulation cascades, ABC transporters metabolic pathways, Selenocompound metabolism, Steroid biosynthesis Osteoclast differentiation. Comparatively, of the enriched KEGG pathways involved by DEGs from aging RGCs in USCs medium, the top 10 included Cytokine-cytokine receptor interaction, JAK-STAT signaling pathway, Circadian entrainment, Proximal tubule bicarbonate reclamation, MicroRNAs in cancer Viral, protein interaction with cytokine and cytokine receptor Chemokine signaling pathway, Mineral absorption, Protein digestion and absorption, Apelin signaling pathway TNF signaling pathway, Aldosterone-regulated sodium reabsorption. 

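In Circadian entrainment, 9 of the 11 DEGs of the medium against aging RGCs were downregulated (q = 0.0109 by Fisher's exact test, 0.0108 to 0.709 over the alternatives, and 0.106 without aging replicate 1). Prkcb, on chromosome 7 from 122288751 to 122634402, fell to 3.24 ± 0.766 CPM (SD, n = 3) from 15.85 ± 0.972 CPM, a log2 fold change of -2.29 (standard error 0.123, adjusted p = 5.54e-15 by edgeR's quasi-likelihood test), and Camk2a fell with it (log2 fold change -2.46). Protein digestion and absorption held 10 DEGs of 44 genes tested, all downregulated (q = 0.00578, 0.000905 to 0.021 with a library left out, and 0.000896 to 0.704 over the alternatives). They included the collagen genes Col2a1, Col22a1 and Col14a1, with mean levels of 1.47 CPM or less in aging RGCs. Mineral absorption held 8 DEGs of 29 genes at the same q, with 0.00605 to 0.758 over the alternatives. It was over 0.05 without aging replicate 1 (0.0981), aging replicate 2 (0.0869), medium-treated replicate 1 (0.0795) and medium-treated replicate 3 (0.0624). The remaining pathways had q over 0.05, though some did not under an alternative or without a library. Viral protein interaction with cytokine and cytokine receptor had q = 0.0561, and less than 0.05 with DESeq2 (0.0463), with downregulated genes alone (0.0494), and without aging replicate 2 (0.0197), aging replicate 3 (0.00403) or medium-treated replicate 3 (0.00137), within 0.0463 to 0.996 over the alternatives. Aldosterone-regulated sodium reabsorption held 6 DEGs, all downregulated, among them Nr3c2, which fell from 2.48 to 0.491 CPM (log2 fold change -2.33, adjusted p = 6.5e-07 by edgeR). Its q of 0.0657 fell to 0.0479 against all annotated genes, 0.0284 with downregulated genes alone and 0.0129 without the low-count filter, the lowest of the alternatives, whose highest was 0.909. It also fell without aging replicate 1 (0.0101) or medium-treated replicate 1, 2 or 3 (0.021, 0.0233 and 0.0204). Proximal tubule bicarbonate reclamation held 4 DEGs (q = 0.092, 0.021 without medium-treated replicate 1 and 0.0217 without replicate 3). Aqp1 fell from 25.6 to 7.78 CPM, and Atp1b2 from 0.622 to 0.119 CPM. The TNF signaling pathway held 11 DEGs (q = 0.272), with 0.0419 to 0.921 over the alternatives and 0.0479 against all annotated genes. Without aging replicate 3 or medium-treated replicate 3 this q was 0.0417 and 0.0094. MicroRNAs in cancer, the Chemokine signaling pathway and the Apelin signaling pathway held 13, 11 and 8 DEGs with q of 0.383, 0.417 and 0.517, and did not reach 0.05 under any alternative.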

JAK/STAT signaling pathway is known as a universally expressed intracellular signal transduction pathway and took active action in many crucial biological processes, including cell proliferation, differentiation, apoptosis, and immune regulation [34]. These revealed that the effect of USCs-derived exosomes activates many positive molecular activities to promote the recovery of RGCs function. 

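Of the 322 DEGs between aging and normal RGCs, 86 were DEGs in the opposite direction in the medium against aging RGCs. They comprised 52 of the 132 upregulated and 34 of the 190 downregulated DEGs. Another 21 were DEGs that moved further from normal RGCs. With a library left out, the number that moved back was 83 to 93, and without the fold-change threshold it was 2112. The sign of the change in the medium was opposite for 233 of the 322 (72.4%), for 81.1% of the upregulated and 66.3% of the downregulated DEGs. Without medium-treated replicate 3 this share was 65.6%. Both comparisons share the aging libraries, which by itself favours opposite signs. In 100 simulations with no effect of the medium the opposite share had a median of 61.9% and a maximum of 66.6%, and at most 3 DEGs moved back. The same simulations without medium-treated replicate 3, added after the share was seen, gave a median of 60.6% and a maximum of 66.1%, so the share without that library lies within them. With no effect of the medium few genes can become DEGs in it, so the simulated count of at most 3 is no measure for the 86. A medium effect of the observed size but unrelated to aging was not simulated, so how many genes it would move back is not known. Of the 86 DEGs, 73 did not differ from normal RGCs by the same thresholds in the medium. Against normal RGCs, 147 of the 322 were still DEGs in the medium. Most DEGs of the medium, 554 of 661 (83.8%), were not DEGs between aging and normal RGCs. Asns returned to 299 ± 3.19 CPM (SD, n = 3), a log2 fold change of 1.37 against aging RGCs (standard error 0.0381, adjusted p = 2.93e-21 by edgeR's quasi-likelihood test). Cth returned from 7.40 ± 0.624 to 25.5 ± 2.51 CPM (log2 fold change 1.78, adjusted p = 4.38e-14 by edgeR). Angptl4 fell back to 46.4 ± 2.5 CPM (log2 fold change -1.37, adjusted p = 2.35e-12 by edgeR), and Chac1 rose to 22.4 ± 2.53 CPM. Fgf21 reached 1.30 ± 0.416 CPM (log2 fold change 1.05, adjusted p = 0.00575 by edgeR). Among the 34 that rose again, Lpl, Cd36, Adgre1 and C1qb belong to a list of macrophage genes, and Lpl had 38, 35 and 222 counts in the 3 medium-treated libraries. The medium-treated group received the medium conditioned by USCs. The paper does not single out genes that moved back. From the processes and pathways of its DEGs, it concludes that USCs-derived exosomes set off many favourable molecular activities that help RGCs to recover.

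**Figure D4:**
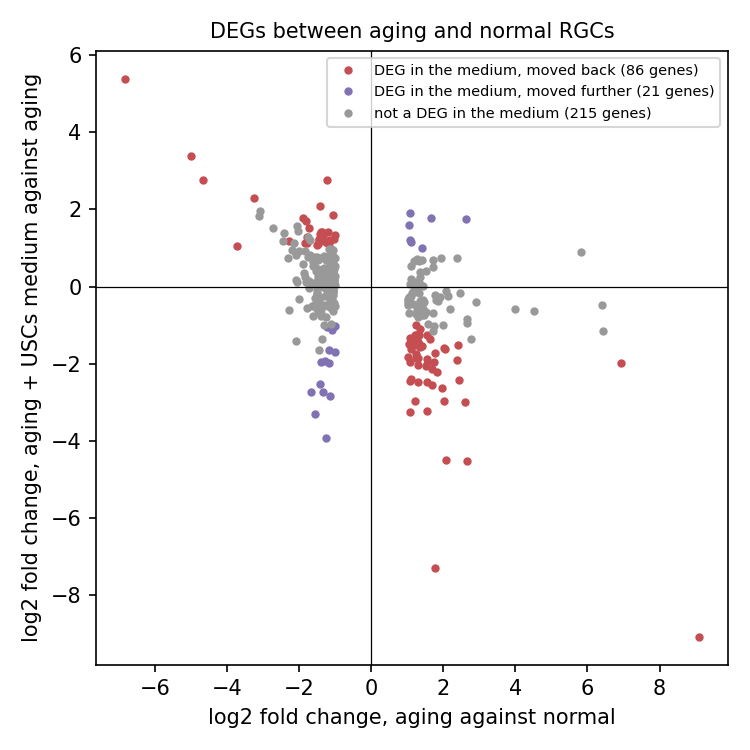
Log2 fold change in the medium against aging RGCs (vertical axis) plotted against that in aging against normal RGCs (horizontal axis) for the 322 DEGs of the latter comparison, 1 point per gene. Colours mark the 86 DEGs that moved back, the 21 that moved further and the rest, which were not DEGs in the medium, and the outermost points are genes with few or no counts in a group, whose fold change depends on the fit.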

A separate study suggested an induction in the exosomal secretory pathway coincided with a block in autophagy progress, accelerating senescence, which might be targeted for the treatment of age-related diseases [35]. Targeting exosomes represents novel approaches as cell-free therapy and drug-delivery system for the treatment of age-related diseases. Although exosomes-therapy may serve as a new approach to combat ageing, the translation of preclinical results to clinic needs more extensive investigation on exosomes both on their biology and related techniques. Overall, scrutiny on the effect of ageing on USCs and vice versa is vital for designing novel therapy using USCs with focus on the management of older individuals.

## Conclusions

On the whole, the therapeutic potentials of USCs-derived exosomes for aging RGCs were presented in this study, including suppression on cell apoptosis, enhancement on cell viability and proliferation of RGCs. The underlying mechanism involves multiple genetic variation and changes of transduction signaling pathways, which provide referential basis for the later in-depth mechanistic investigations on the efficacy of USCs-derived exosomes in the age-related disease.

## Data Availability

The raw sequence data reported in this paper have been deposited in the Gene Expression Ominibus of National Center for Biotechnology Information, under accession number GSE224109 and are publicly accessible at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE224109. The token number (edszuwosnzevxit) is provided for review only.

How the deposited data were processed for this re-analysis (not part of the article)

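RNA-sequencing values of 9 libraries were analysed, 3 each from normal RGCs, aging RGCs and aging RGCs + USCs medium. The group of each library was taken from its label, and D-galactose at 30 mg/mL from the results of the paper. For each gene and library the authors deposited an expected count, which is an estimated number of reads and is not normalized, and an FPKM value scaled by transcript length and library size. The libraries were made from mRNA enriched by oligo(dT). The aligner, the counting program, the genome build and the test behind the DEGs are not given in the sources used here. The paper refers to an earlier article for its sequencing methods.

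The authors deposited values for 22322 genes with Ensembl identifiers, of which 22267 were matched by identifier in GENCODE M21 on GRCm38, the source of all coordinates. Expected counts were rounded to whole numbers for the tests, since 6.92% to 7.38% of the values in a library carried decimals. Library totals were 19814236 to 22342283 in normal RGCs, 18189610 to 19556335 in aging RGCs, and 20238813 to 21054300 in aging RGCs + USCs medium. A library held 13876 to 14339 genes with at least 1 count, and 5988 genes had 0 in all 9. The 10 most abundant genes took 9.05% to 10.6% of a library, and mitochondrial genes 8.46% to 9.97%.

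Differential expression was tested with edgeR 4.0.16 in R 4.3.3. The filter filterByExpr kept 12145 genes, so 45.6% of the genes were not tested. TMM factors were used, a model with 1 mean per group was fitted to all 9 libraries with 6 residual degrees of freedom, and contrasts were tested by the quasi-likelihood F test. DEGs had a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1, which are the lines of Fig. 5A. Within groups, the mean squared deviation of a gene over its counting noise was 2.21 to 4.81, so cultures varied by more than sampling. Same-numbered replicates of different groups had deviations that correlated at -0.17 to 0.15, so the numbers do not pair the libraries.

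The method was tested on simulated data. Of 200 genes changed in counts drawn at these depths, 99% were recovered for aging against normal RGCs and 96% for the medium, with 5 false calls in each. All planted changes were larger than the median absolute log2 fold changes of the DEGs, 1.37 and 1.45. Recovery of smaller changes was not tested. With nothing changed, 1 and 0 genes were called. A planted pathway was found in 100 of 100 draws, and 3 of 100 draws without one called any pathway. The planted pathway was Jak-STAT signaling, at a larger share of the called genes than in the data, so weaker enrichment was not tested. A gene list moved by 0.5 on the log2 scale was found in 20 of 20 draws, and another list was called in 3 of those 20. In these draws all other genes were left unchanged, unlike in the data.

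KEGG pathways and GO terms of each gene were read from the deposited annotation. Enrichment was tested by a one-sided Fisher's exact test against the genes tested that have an annotation, with Benjamini-Hochberg adjustment over pathways that hold at least 1 DEG. The methods of the paper compare GO terms with the genome background, so all annotated genes served as an alternative background. GO classes were rebuilt from words in term names, and the broadest classes are not analysed here. Genes moved back by the medium were counted and compared with 100 simulations without an effect of the medium, which were later repeated without a fold-change threshold and without medium-treated replicate 3.

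Gene lists were tested with fry in edgeR and limma 3.58.1, with camera at its preset correlation as an alternative. The 12 lists were cell cycle, senescence, pro-apoptotic, anti-apoptotic, cholesterol synthesis, amino acid response, glucocorticoid response, ERK response, hypoxia response, inflammatory NF-kB response, interferon response and galactose metabolism. Marker lists for retinal ganglion cells, photoreceptors, glia, mesenchymal and epithelial cells were reported as levels. The thresholds, these lists, the alternatives and the rule for named genes were set before the data were examined. A list of macrophage genes, a further list of macrophage genes, a STAT3 response list and a list of olfactory and vomeronasal receptor genes were added after the values were seen.

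Named genes were, for each comparison, the 5 upregulated and 5 downregulated DEGs with the largest absolute log2 fold change among those with an average log2 CPM of at least 1 and no overlap between the groups. Also named were up to 5 DEGs per pathway that the paper puts first, by absolute log2 fold change, and list genes that were DEGs or that a sentence needs. Further members of a pathway, and the macrophage genes given by library, were chosen after their values were seen.

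Alternatives were DESeq2 1.42.0 with its own size factors, edgeR's likelihood ratio test, no TMM factors, upper-quartile factors, no low-count filter, a filter of 1 CPM in 3 libraries, only the groups compared, the replicate number as a block, no fold-change threshold, a fold change of 1.5, limma on log2(FPKM + 1) and on log2(FPKM + 0.1), and each library left out in turn. Splits of the 6 libraries of a comparison into other groups of 3 were also counted. Flow cytometry, cell counts, viability and staining of the paper are not analysed here.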

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

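In this part, the tests on macrophage genes and carry-over, the STAT3 response list, the shortened glucocorticoid list and the splits of the medium-treated and normal libraries were chosen only after the result was seen.

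Macrophage transcripts drew attention because they appear in genes that the paper does not discuss, and in 1 medium-treated library above the others. The pooled level of 28 macrophage genes was 94.6, 73.3 and 77.1 CPM in the normal libraries and 40.3, 21.7 and 22.2 CPM in the aging libraries. It was 18.7 and 16.2 CPM in medium-treated replicates 1 and 2, but 71.9 CPM in replicate 3. Lyz2, the most abundant of these genes in a normal library, had 45, 20 and 241 counts in the medium-treated libraries. A further list of 50 macrophage genes was written before its values were looked up. Of these genes 26 were highest in medium-treated replicate 3 among the 3 libraries of its group, against 13 in replicate 1 and 10 in replicate 2. Cd74, Cd53 and Coro1a did not follow, and Cd74 had 56, 65 and 53 counts.

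A larger library is excluded, because replicate 3 has the smallest total of its group, 20238813. A mislabelled sample is excluded as well, since its log2 CPM correlated with the other medium-treated libraries at a Pearson r of at least 0.992 across genes, against at most 0.9759 with any normal library. A common effect of the medium is excluded by replicate 1, where the 41 further genes under 1 CPM together reached 7.45 CPM, below the 7.52 to 12.6 CPM of the aging libraries, while replicate 3 reached 15.6 CPM. RNA of macrophages in that library fits the 26 of 50 genes, and may be the source. The pooled level of all 50 further genes hides it (119, 117 and 127 CPM), because Itgb2 alone makes up 43.7% to 54% of it, and of the 50 genes 19 passed the low-count filter. Carry-over from a normal library of this set is excluded, because it would need at least 70.6% of normal RNA in replicate 3. Of the 256 to 263 genes at 10 CPM or more that were DEGs between the medium and normal RGCs without that library, none moved toward normal in it by the share needed, with a median of 2.89% to 3.36% and 58.4% at most. Which cells the RNA would come from is not known, and no biological explanation for 1 library of a group was tested.

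The glucocorticoid response list drew attention because it rose in the medium although the paper does not discuss it. Of its 14 genes tested, 12 were higher in the medium than in aging RGCs, and 5 were DEGs, with a median log2 fold change of 0.80 (adjusted p = 4.17e-07 by fry of limma and edgeR over 12 lists). Taken singly, 12 genes rose and 1 fell at an adjusted p under 0.05 over all genes tested, and the same 12 and 1 when adjusted over the list alone. In aging against normal RGCs the list did not move (median -0.17, adjusted p = 0.22 by fry), with 6 genes down and 2 up over all genes tested and 7 and 2 adjusted over the list alone. Tsc22d3 rose from 12.1 ± 0.603 CPM (SD, n = 3) to 43.7 ± 2.2 CPM and Fkbp5 from 127 ± 5.1 to 208 ± 5.1 CPM. Mt1, Mt2, Lcn2 and Nfkbia also answer to other signals, and without these 4 genes 9 of 10 were higher, again with a median of 0.80.

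A glucocorticoid in the medium of the USCs fits the median of 0.80 and may contribute to the difference. A STAT3 response list also rose, with all 12 genes tested higher and a median of 0.77, or 0.75 without Il4ra, so the lists do not single out 1 signal. An inflammatory NF-kB list, which a glucocorticoid would lower, had a median of -0.14, and an ERK response list a median of -0.15. Both medians are small and both lists hold genes that rose and genes that fell, so a lower NF-kB response and growth factors acting through ERK stay open. For the ERK list the tests also differed, with an adjusted p of 0.00131 by fry and 0.117 by camera. The composition of the special medium of urine stem cell is not given in the sources used here. No library received this medium without USCs, so a component of the medium and a factor secreted by USCs both stay open, as does an effect of USCs-derived exosomes.

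The comparison of aging RGCs + USCs medium with normal RGCs, which the paper does not report, gave 816 DEGs, 179 upregulated and 637 downregulated in the medium. The groups did not overlap for 63.8% of all genes tested, a pattern that chance gives for 10%, and for 781 of the DEGs, which were chosen for a difference. With a library left out the number was 789 to 875. Of the 10 ways to split the 6 libraries into groups of 3, only the real one, 1 of 10, gave as many DEGs, and the next largest number was 0. With 10 splits chance cannot be excluded by this count, since the smallest share it can give is 0.1. Of the 816 DEGs, 661 were not DEGs between aging and normal RGCs. D-galactose followed by the medium and the medium alone were not separated by the design, which has no normal RGCs in USCs medium among its libraries.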

How the results depend on the processing

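The alternative without macrophage genes and the simulations without a fold-change threshold or without medium-treated replicate 3 were chosen only after the result was seen, and the other tests of this part were planned.

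The numbers of DEGs moved by more than 1.5 times with a lower fold-change threshold and with limma on log2(FPKM + 1). Without a fold-change threshold 2861 genes were upregulated and 2788 downregulated in aging against normal RGCs, 3292 and 3154 in the medium against aging RGCs, and 7350 genes differed between the medium and normal RGCs. At a fold change of 1.5 these numbers were 376, 585, 422, 1013 and 1889. Both follow from the wider threshold, which keeps every DEG of the stricter one. With limma on log2(FPKM + 1) they were 19, 47, 53, 76 and 229, and the cause was not tested. Of those, 63 of 66 and 124 of 129 DEGs were also DEGs by edgeR.

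Under the 9 other settings the counts stayed within 1.5 times. They were 88 to 170 upregulated and 147 to 230 downregulated for aging against normal RGCs, 108 to 187 and 385 to 597 for the medium against aging RGCs, and 652 to 951 for the medium against normal RGCs. DESeq2 shared 266 of the 322 DEGs and 580 of the 661, and limma on log2(FPKM + 0.1) shared 221 and 484. With each library left out, the ranges were 124 to 145, 175 to 217, 143 to 162, 483 to 535 and 789 to 875. Downregulated DEGs outnumbered upregulated ones in both comparisons under each alternative except without a fold-change threshold, where the upregulated share was 50.6% and 51.1%.

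For the KEGG pathways of aging against normal RGCs, 7 at q under 0.05, the number was 3 with upregulated and 3 with downregulated DEGs alone, 4 with DESeq2 and 11 without a fold-change threshold. It was 5 to 8 under 4 other settings and 5 to 9 with each library left out. For the medium against aging RGCs, 13 pathways became 4 with upregulated DEGs alone and 3 without a fold-change threshold. It was 9 to 18 under 6 other settings. With each library left out it was 11 to 21, the highest without medium-treated replicate 3. Fewer DEGs enter the tests of 1 direction, and for the other settings the cause was not tested. Without the macrophage genes the numbers were again 7 and 13, but for aging against normal RGCs Cholesterol metabolism was lost (q = 0.136) and Chemical carcinogenesis gained (0.0325). The GO classes were 8 and 10, and 10 and 14 against all annotated genes.

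Without a fold-change threshold 2112 genes moved back in the medium, since 5649 genes then entered the count. Under 3 other settings the number was 65 to 82, and with each library left out 83 to 93. The share with the opposite sign was 58.8% to 75.1% under 4 alternatives and 65.6% to 77.1% with each library left out. The share of 58.8% belongs to the setting without a fold-change threshold, where simulations without an effect of the medium reached at most 58.1%. The share of 65.6% belongs to the libraries without medium-treated replicate 3, where the simulations had a median of 60.6% and reached 66.1%. Without that library the share therefore stays above the simulated median but no longer exceeds every simulation.

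Of the 12 gene lists, 7 moved at an adjusted p under 0.05 by fry in aging against normal RGCs and 10 in the medium. Singly, 5649 and 6446 of the 12145 genes tested differed at that threshold, and fry tests a list by itself. A list can therefore pass by fry without standing out from the other genes. By camera, which compares a list with the other genes, 5 and 7 lists moved. Under 3 alternatives the numbers were 5 to 6 and 7 to 11, and with each library left out 5 to 7 and 10 to 10. The galactose metabolism list reversed by fry in the medium without TMM factors, where its median was 0.0208 and the test pointed down at an adjusted p of 0.038, and the cause was not tested.

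Among named genes, lists and pathways, 4 values reversed under an alternative set at the start. Besides the galactose list they belong to Pgk1, whose log2 fold change in the medium of 0.08 became -0.0015 without TMM factors and -0.0012 in both limma fits. These are values near 0 that a shift of all genes moves across it. Apoe reversed without medium-treated replicate 3, from 0.29 to -0.69, and its values with each library left out were -0.69 to 0.64, since its counts in that library were 118 against 31 and 29 in the others. For the named genes under the alternatives set at the start, without the fold-change thresholds, which leave these values as they are, 127 of 5358 values lost an adjusted p under 0.05, 84 gained it and 5144 kept their side. With each library left out, 121 of 4869 lost it, 35 gained it and 4712 kept their side.

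With the replicate number as a block, 318 genes were DEGs in aging against normal RGCs and 657 in the medium, of which 313 and 651 were shared with the fit without it. Axon guidance then had q = 0.08. Deviations of same-numbered libraries correlated at -0.17 to 0.15, so the numbers do not pair them.

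Genes of low level rest on few counts. The median DEG lay at 1.07 to 2.65 CPM and 45.6% of the genes in the deposited values had too few counts to be tested. Of the latter, 5988 had 0 in all 9 libraries. Whether they are silent or would need more depth was not tested.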

Differences from the paper's values

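The tests of this part were planned, and no alternative in it was chosen after the result was seen.

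The paper's counts of DEGs in Fig. 5A were 117 upregulated and 186 downregulated genes for aging against normal RGCs, and the values here were 132 and 190. For the medium against aging RGCs the paper's counts were 137 and 517, and the values here were 150 and 511. None of these pairs differed by more than 1.5 times. They did only without a fold-change threshold, at a fold change of 1.5 and with limma on log2(FPKM + 1), among the alternatives set before the data were examined.

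For Dorso-ventral axis formation in aging against normal RGCs, the paper shows about 2 DEGs in Fig. 5B, read by eye, and the count here was 1. Without normal replicate 1 and without aging replicate 3 it was 2. It was 1 against all annotated genes, with downregulated DEGs alone, without the low-count filter, with DESeq2, with the replicate block and with any other library left out, and 10 without a fold-change threshold. With upregulated DEGs alone no value could be computed.

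Of the 20 pathways the paper shows for the medium against aging RGCs, about 18 lie under 0.05 in Fig. 5C, read by eye, and 7 did here. No alternative brought the number within 1.5 times. It was 11 against all annotated genes, without the low-count filter, without aging replicate 3 and without medium-treated replicate 3, and it was 0 to 9 under the others. For aging against normal RGCs, 5 of the 20 pathways lay under 0.05 here, as in Fig. 5B.

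Among pathways under 0.05 in the paper's figure and not here, some passed under a setting that was run. Proximal tubule bicarbonate reclamation (q = 0.092) passed without medium-treated replicate 1 (0.021) or 3 (0.0217). Viral protein interaction with cytokine and cytokine receptor (0.0561) passed with downregulated DEGs alone (0.0494), with DESeq2 (0.0463) and without aging replicate 2 (0.0197), aging replicate 3 (0.00403) or medium-treated replicate 3 (0.00137). The TNF signaling pathway (0.272) passed against all annotated genes (0.0479), without the low-count filter (0.0419) and without aging replicate 3 (0.0417) or medium-treated replicate 3 (0.0094). Aldosterone-regulated sodium reabsorption (0.0657) passed against all annotated genes (0.0479), with downregulated DEGs alone (0.0284), without the low-count filter (0.0129), and without aging replicate 1 (0.0101) or medium-treated replicate 1, 2 or 3 (0.021, 0.0233 and 0.0204). The Estrogen signaling pathway (0.0561) passed against all annotated genes (0.0264), with the replicate block (0.0484) and without aging replicate 3 (0.0417). Glycine, serine and threonine metabolism (0.0612) passed with upregulated DEGs alone (0.0278) and without normal replicate 1 (0.0237) or aging replicate 1, 2 or 3 (0.0236, 0.0197 and 0.0495). Insulin resistance (0.0561) passed against all annotated genes (0.0166), without the low-count filter (0.0295), with the replicate block (0.0213) and without normal replicate 1 (0.034) or medium-treated replicate 3 (0.0415). MicroRNAs in cancer, the Chemokine signaling pathway, the Apelin signaling pathway and Other types of O-glycan biosynthesis passed under no setting that was run.

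The paper's figure places Metabolic pathways under 0.05 for aging against normal RGCs, and its q here was 0.885, with 0.195 as the lowest of the alternatives and 0.614 as the lowest with a library left out. Steroid biosynthesis, over 0.05 in the paper's figure, had q = 0.0496 here, but 0.258 without normal replicate 3, 0.0559, 0.0547 and 0.0606 without medium-treated replicate 1, 2 or 3, and 0.0742 without the low-count filter. The paper puts Cholesterol metabolism first, and here it came after Staphylococcus aureus infection and Complement and coagulation cascades. The first pathway for the medium, Cytokine-cytokine receptor interaction, was the same. The paper lists metabolic process among the leading processes by number of DEGs, and here it held 132 and 269 DEGs without being over-represented among the genes tested.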

Other observations

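In this part, the tests on macrophage genes, on the excess of downregulated genes, on the STAT3 response list and on the scaling of the cell cycle list were chosen only after the result was seen.

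In the medium, downregulated DEGs outnumbered upregulated ones, 511 against 150. Library depth is excluded as the cause, since with every library thinned to a total of 18189610 the numbers were 492 and 146. GC content and transcript length are excluded, because with their trends removed for the 12128 genes with a value 477 were downregulated and 154 upregulated. The TMM factors did not create the excess, since at 0.9562 to 0.965 in the medium and 1.01 to 1.017 in aging RGCs they raise medium-treated values. Leaving them out could therefore only add to it, and 81.9% of the DEGs were then downregulated. With upper-quartile factors the share was 78.9%, and other errors of scaling were not tested. The excess lay mostly in genes of low level, with 38 upregulated and 165 downregulated under 1 CPM, 67 and 266 at 1 to 10 CPM, and 45 and 80 above that.

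Fewer background reads on silent genes may account for part of it. The 1564 olfactory and vomeronasal receptor genes, taken as silent in these cells, pooled to 173 ± 8.4 CPM (SD, n = 3) in normal RGCs, 215 ± 7.3 CPM in aging RGCs and 163 ± 7.9 CPM in the medium, though 1 gene held up to 26.4% of the pool. The largest loss of a receptor gene in the medium was 1.9 CPM per kb of transcript, for Olfr1385, and the median loss was 0. Of the DEGs of at least 10 CPM, 59 downregulated and 45 upregulated ones changed by more than this largest loss. Fewer background reads are excluded as the whole cause for 40 of those 59, whose smallest gap between aging and medium-treated libraries was larger than the 2.99 CPM per kb that is the largest gap of any receptor gene. Of the DEGs under 10 CPM, 21 downregulated and 20 upregulated ones changed by more than the largest loss, but only 3 of the 21 had such a gap. Among DEGs that changed by no more than the largest loss, 407 were downregulated and 85 upregulated under 10 CPM, and 21 and 0 at or above it. The receptor pool changed by -0.4 on the log2 scale, while the 511 downregulated DEGs each fell by at least 1, with a median of -1.45. A background that fell alike on all genes would fall short of this, which argues against it as their whole cause. The 707 genes tested under 1 CPM had a median of -0.51, so a partial share stays open. For those 407 and 21, and for the 21 under 10 CPM as a group, an uneven background and a biological decrease cannot be told apart. Changes of this size in CPM per kb also occur in receptor genes. Most of the excess lies in changes no larger than that of Olfr1385, and a limit in CPM also favours upregulated genes, which can gain more than their level in aging RGCs while downregulated ones can lose at most that level. A biological effect of the medium stays open as well.

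Macrophage genes were also lower in aging than in normal RGCs, with 22 of the 41 tested genes on both lists among the 190 downregulated DEGs (11.6%). Of the 19 further macrophage genes tested, 11 were lower and 5 were downregulated DEGs, with none upregulated and a median log2 fold change of -0.69. As a set they did not move (fry gave an unadjusted p of 0.282), so the test leaves open whether the aging libraries hold less macrophage RNA. The 41 further genes under 1 CPM, a selection made after the values were seen, pooled to 17, 17.1 and 17.5 CPM in the normal libraries and to 12.6, 7.52 and 7.8 CPM in the aging ones. All 50 pooled to 146, 170 and 151 CPM against 167, 168 and 161 CPM, but Itgb2 alone makes up 50.3% to 54% of that pool, so it says little about the rest. That and a decrease of the same genes inside RGCs cannot be told apart with these 19 genes in bulk RNA. Of the 190 downregulated genes, 24 (12.6%) were at least 2-fold higher in medium-treated replicate 3 than in both others of its group, against 3 and 5 for replicates 1 and 2. Among 2990 genes under 10 CPM that were not DEGs, the share in replicate 3 was 1.61%. Without the macrophage genes, 6 of the 7 pathways of aging against normal RGCs kept q under 0.05, so these genes are excluded as the cause of those 6. Cholesterol metabolism did not keep it, with 4 DEGs and q = 0.136, and whether its other 3 DEGs reflect macrophages or RGCs stays open. Chemical carcinogenesis passed instead, with q of 0.0325 against 0.0508. Complement and coagulation cascades kept 6 DEGs and q = 0.0037, and Osteoclast differentiation kept 3 with q = 0.985.

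The amino acid response list, mainly genes driven by ATF4, fell in aging RGCs in all 20 genes, 11 of them DEGs, with a median log2 fold change of -1.09 (adjusted p = 2.39e-07 by fry). All 20 passed an adjusted p under 0.05 over all genes tested, and all 20 when adjusted over the list alone. In the medium 19 of 20 rose, 8 of them DEGs, with a median of 0.75 (adjusted p = 1.02e-06 by fry), and 19 rose and 1 fell both over all genes tested and adjusted over the list alone. The cholesterol synthesis list rose in aging RGCs in all 21 genes, with a median of 0.71 (adjusted p = 4.41e-09 by fry), and 20 passed both over all genes tested and adjusted over the list alone. It rose further in the medium, with 18 of 21 genes higher and a median of 0.37 (adjusted p = 1.15e-07 by fry), and 18 rose and 1 fell by either adjustment. These values are consistent with a lower amino acid response and more cholesterol synthesis in aging RGCs. The design does not say whether D-galactose itself or its osmotic load brought this about, and neither was tested.

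The STAT3 response list rose in the medium with a median of 0.77, from 0.10 for Socs1 to 1.39 for Cebpd, and 3 genes were DEGs. Of these, Il4ra is also a DEG of the cytokine and Jak-STAT pathways that drew attention to this signal, and without it all 11 genes were higher, 2 of them DEGs, with a median of 0.75. With Osmr and Socs3 upregulated, a candidate explanation is a cytokine of the OSM and IL-6 family in the medium, and no protein was measured. The inflammatory NF-kB list fell in 15 of 20 genes in the medium, 4 of them DEGs, with a median of -0.14 (adjusted p = 2.51e-05 by fry). Singly, 6 fell and 3 rose over all genes tested and adjusted over the list alone. In aging against normal RGCs it did not move (adjusted p = 0.279 by fry). The ERK response list was lower by fry in both comparisons, with medians of -0.19 and -0.15 (adjusted p = 8.12e-06 and 0.00131 by fry, and 2.01e-06 and 0.117 by camera), and in aging RGCs 10 of 15 genes fell over all genes tested and 12 adjusted over the list alone, while in the medium 8 fell and 2 rose by either.

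Among other lists, the interferon response had a median of -0.59 in the medium (adjusted p = 0.00248 by fry, 7 genes down and 1 up by either adjustment) and did not move in aging against normal RGCs (adjusted p = 0.337 by fry). The hypoxia response had a median of -0.19 in the medium (adjusted p = 0.000784 by fry, with 10 genes down and 3 up both over all genes tested and adjusted over the list alone). In aging against normal RGCs the hypoxia list had a median of -0.04 while the test pointed up (adjusted p = 0.771 by fry). Galactose metabolism had a median of -0.21 and a mean of -0.04 in aging RGCs (adjusted p = 0.0321 by fry), with 5 genes down and 1 up over all genes tested and adjusted over the list alone. In the medium its median was 0.10 and its mean -0.05, and it did not move (adjusted p = 0.88 by fry). Under camera, cell cycle, senescence, cholesterol synthesis, amino acid response and ERK response passed 0.05 in aging against normal RGCs. In the medium cell cycle, cholesterol synthesis, amino acid, glucocorticoid, hypoxia, NF-kB and interferon did, and every one of these calls holds under fry.

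The paper reports by flow cytometry more RGCs in G1 and fewer in S in the aging group (Fig. 3). In RNA, all 24 cell cycle genes were higher in aging than in normal RGCs, with a median log2 fold change of 0.42 (adjusted p = 3.54e-06 by fry, 24 genes both over all genes tested and adjusted over the list alone), and none was a DEG. The TMM factors are too alike to be the cause, at 1.023 to 1.034 in normal and 1.01 to 1.017 in aging RGCs. Without them all 24 were still higher, with a median of 0.40, and a larger error of scaling was not tested. In the medium 21 of 24 were higher, with a median of 0.12 (adjusted p = 0.00248 by fry, with 13 genes up and 2 down over all genes tested and 15 and 2 adjusted over the list alone). RNA of a culture gives no share of cells per phase.

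The paper reports more apoptosis in the aging group and less in the medium (Fig. 3). The pro-apoptotic list moved little in aging RGCs, with a median of 0.04 (adjusted p = 0.00941 by fry and 0.816 by camera, with 5 genes up and 3 down by either adjustment), and did not move in the medium, where its median was -0.04 and its mean 0.02 (adjusted p = 0.655 by fry). The anti-apoptotic list did not move in aging RGCs, where its median was 0.01 and the test pointed down (adjusted p = 0.819 by fry). In the medium it had a median of -0.07 (adjusted p = 0.00325 by fry and 0.478 by camera), with 3 genes down and 2 up by either adjustment. Bax had log2 fold changes of 0.46 in aging against normal RGCs and -0.42 in the medium, and Bcl2 0.34 and -1.24. The rise of Bcl2 in aging RGCs passed an adjusted p of 0.05 in some settings only, with values of 0.027 to 0.19 over the alternatives. It did not pass without normal replicate 1 (0.067), normal replicate 3 (0.16), aging replicate 1 (0.089) or aging replicate 3 (0.19).

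By β-Galactosidase staining the paper reports more aging cells in the aging group and fewer in USCs medium (Fig. 4). Of 15 senescence genes tested, 12 were lower in aging than in normal RGCs, 2 of them DEGs, with a median log2 fold change of -0.08 and a mean of -0.25 (adjusted p = 9.08e-06 by fry). Of these, 5 fell and 1 rose over all genes tested and adjusted over the list alone. In the medium the median was -0.13 (adjusted p = 0.000262 by fry and 0.153 by camera), with 8 genes down and 4 up by either adjustment. Cdkn2a and Cdkn2b had 0 counts in every library. Cdkn1a stood at 281.5 ± 14.3 CPM (SD, n = 3) in normal and 280.8 ± 9.73 CPM in aging RGCs, and Glb1, which encodes a lysosomal beta-galactosidase and shares bases with another gene, at 58.6 and 59.4 CPM. Gdf15 fell from 24.8 to 8.17 CPM. In the medium Cdkn1a was lower than in aging RGCs, at 249 CPM (log2 fold change -0.176, adjusted p = 0.00022 by edgeR). Glb1 was lower as well, at 43.4 CPM (log2 fold change -0.451, adjusted p = 7.9e-08 by edgeR).

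Of 16 markers of retinal ganglion cells, 12 stayed under 1 CPM in every group, and Pou4f2, Pou4f3, Atoh7, Stmn2 and Rbfox3 had 0 counts in every library. Rbpms was at 61.2, Nefl at 63.6 and Isl1 at 18.9 CPM in normal RGCs, though Nefl had fractional counts in all 9 libraries and overlaps a gene on the other strand. Of 16 photoreceptor markers 14 stayed under 1 CPM, of 10 glial markers 6, of 11 mesenchymal markers 3 and of 10 epithelial markers 6. In normal RGCs Vim was at 1695, Fn1 at 1002, Spp1 at 1330, Col3a1 at 447 and Krt8 at 410.0 CPM.

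For both comparisons of the paper, 1 of 10 splits of the 6 libraries into groups of 3, the real one, gave as many DEGs. Any other split gave 0. Since 10 splits cannot give a share under 0.1, chance cannot be excluded by this count.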
